# miRTrace reveals the organismal origins of microRNA sequencing data

**DOI:** 10.1186/s13059-018-1588-9

**Published:** 2018-12-04

**Authors:** Wenjing Kang, Yrin Eldfjell, Bastian Fromm, Xavier Estivill, Inna Biryukova, Marc R. Friedländer

## Abstract

We present here miRTrace, the first algorithm to trace microRNA sequencing data back to their taxonomic origins. This is a challenge with profound implications for forensics, parasitology, food control, and research settings where cross-contamination can compromise results. miRTrace accurately (> 99%) assigns real and simulated data to 14 important animal and plant groups, sensitively detects parasitic infection in mammals, and discovers the primate origin of single cells. Applying our algorithm to over 700 public datasets, we find evidence that over 7% are cross-contaminated and present a novel solution to clean these computationally, even after sequencing has occurred. miRTrace is freely available at https://github.com/friedlanderlab/mirtrace.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1588-9) contains supplementary material, which is available to authorized users.

## Introduction

An important laboratory challenge is to determine the organism or organisms from which a biological sample originates. In forensic science, clinical and field parasitology and food quality control, it is often critical to determine the identity of the animal or plant from which a sample is derived [1]. In research, next-generation sequencing allows transcriptomes to be profiled with unprecedented sensitivity, but this increases the risk that minute cross-species contamination compromises the results [2]. Commonly, ribosomal and mitochondrial DNA or other “barcoding” genes have been used to resolve the taxonomic origins of a sample [3, 4]. Specifically, short genetic markers that can be sequenced without species-specific PCR primers are used to identify a DNA sample as belonging to a particular species based on large databases of sequences for the particular locus. Importantly, the loci must therefore show high variation between species yet a relatively small amount of variation within a species. Accordingly, this method is sensitive to evolutionary sequence fluctuations such as back mutations [5, 6], and they require availability of references in the database.

MicroRNAs (miRNAs) are small RNAs that can regulate the expression of protein coding genes [7]. They are found in virtually all multicellular animals and plants [8], in numbers that approximately correspond to organismal complexity [9, 10]. Importantly, miRNA genes have emerged continuously over evolutionary time; they are rarely secondarily lost and are often highly conserved in sequence [11]. These properties give miRNAs potential as powerful phylogenetic and taxonomic markers. Indeed, miRNA genes have been successfully used to resolve many branches of the animal tree of life; a challenge related to, but distinct from, taxonomic tracing [11, 12]. However, when resolving phylogenetic branches, care must be taken when drawing conclusions from often incompletely annotated and incorrectly named miRNA complements [13, 14] as they can be misinterpreted as secondary losses [15]. Importantly, the evolutionary properties of miRNAs mean that each animal or plant clade (taxonomical group) has several miRNAs that are specific to that clade [16].

We have compiled known clade-specific miRNAs [11, 13, 17, 18] and developed an algorithm, *miRTrace*, that searches this catalog to reveal the taxonomical origin(s) of miRNA sequencing data. The currently preferred method to profile miRNAs is next-generation RNA sequencing, combined with specialized protocols that enrich for short transcripts. Our algorithm can be used directly for the quality control (QC) of such sequence data, and it can be adapted for more specific applications such as forensic science or parasitology. miRTrace stringently matches the sequenced miRNAs to the catalog of clade-specific miRNAs and reports on the overall composition. The method in this way identifies the taxonomical groups that contributed to the sample.

miRTrace has several potential advantages over the mitochondrial DNA-based barcoding gene approaches that are commonly used in animals and plants. First, since a given miRNA is either present or absent in a given clade, back mutations or sequencing errors cannot compromise the analysis. This is analogous to classical cladistics, which used morphological traits (present/absent) to resolve phylogenies [19]. Second, since miRNAs are conserved in sequence, our method works for completely unstudied species, provided that sequences from related species are present in our catalog. Third, since most clades have dozens of miRNAs that are specific to them, our method is robust to confounding factors that affect a single gene, such as secondary loss, duplication, or horizontal transfer.

We here give a proof-of-principle that miRNAs can be used to trace biological samples back to their taxonomical origins. Specifically, we show that miRTrace can track sequencing data back to 14 animal and plant clades with high (> 99%) accuracy. We also demonstrate the sensitivity of miRTrace, by detecting parasite-derived miRNAs in the blood of infected mice, and by discovering the primate origin of single human cells. A direct and important application of miRTrace is to detect cross-clade contamination in research sequencing data. We have analyzed more than 700 public miRNA sequencing datasets and find evidence that more than 7% have contaminations. Further, we identify index mis-assignment during sequencing as an important source of the contamination. We test common bioinformatics sequence analyses and find that they can be robust, even when 1% of the sequenced RNAs are cross-contaminations, and we present a new computational method to remove contaminations, even after sequencing has occurred.

Last, we have implemented miRTrace as fast and portable Java software. In addition to the taxonomical *Trace* functionality described above, our software performs an all-round *quality control* (QC) of miRNA sequencing data. These two functionalities or modes are described in two separate sections below. We validate the QC mode on in-house data from intentionally corrupted samples. The miRTrace software, including the trace feature, the quality control feature, and the contamination cleaning feature, is available at https://github.com/friedlanderlab/mirtrace.

## Results

### miRTrace: tracing miRNA sequencing data to their taxonomic origins

The core function of miRTrace, to trace miRNA sequencing data back to their taxonomical origins, is performed in two steps (Fig. 1a). In the first step—the data pre-processing—low-quality sequencing reads are discarded, and the 3′ end sequencing adapter is removed from the remaining reads. This is important since when short miRNAs are sequenced, the sequencing reaction often extends into the adjacent adapter. Last, remaining reads that have low sequence complexity or that are shorter than 18 nucleotides are discarded (Methods). In the second step, clade-specific miRNAs are identified. Specifically, the remaining processed reads are mapped to our curated database of clade-specific miRNAs (Additional file 1), considering only perfect matches, and the composition of clade-specific miRNAs is reported as output (Methods). For each data set, the taxonomic composition is reported as a bar plot, with each of 14 different animal or plant clades presented with a distinct color (Fig. 1a, right). If a data set contains sequences from more than one clade, the bar will be stratified into distinct colors. This output can for instance be used to reveal the taxonomic origin of an unknown or complex sample, detect parasite RNAs or laboratory cross-species contaminations, or resolve the origins of food material (Fig. 1b).

**Fig. 1:**
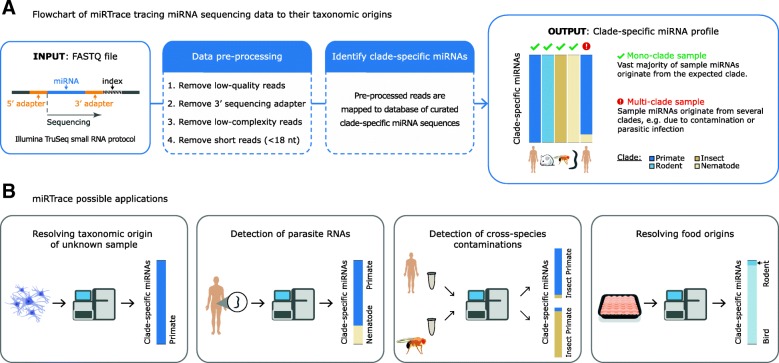
miRTrace: tracing miRNA sequencing data to their taxonomic origins. **a** Flowchart of how miRTrace assigns miRNA sequencing data to their taxonomical origins. One or more Fastq files and the synthetic adapter sequence are input. The data are pre-processed and clade-specific miRNAs are identified by perfect matching to a curated sequence database. The clade-specific miRNA profile is output in graphic format. **b** Possible miRTrace applications

### miRTrace accurately and sensitively traces sample taxonomic origins

To test the accuracy of miRTrace in classifying unknown samples, we analyzed representative public miRNA sequencing data from 14 clades of animals and plants (Fig. 2a, Additional file 2: Figure S1; Additional file 3: Table S1; Additional file 4: Report S1). The method identified hundreds or thousands of clade-specific miRNAs in each species. In 12 species, 100% of these miRNAs belonged to the expected clade, and more than 99% of the sequences for the remaining species were assigned as expected. Importantly, the miRNA complement of two of the species, sea cucumber and oyster, has not been studied [20], and these species are not represented in our catalog. The method, however, correctly identified these species as echinoderms and lophotrochozoan, showing the generality and robustness of miRTrace.

**Fig. 2:**
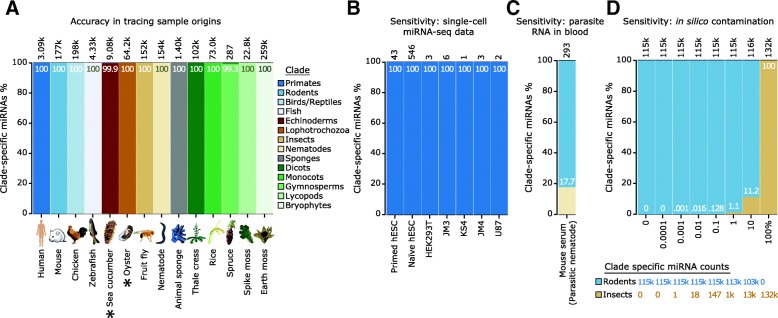
miRTrace determines the organismal origins of miRNA-seq data with high accuracy and sensitivity. **a** Representative miRNA-seq data from nine animal and five plant species were analyzed with miRTrace. The common species names are given below the bars. For each species, over 99% of the diagnostic clade-specific miRNAs were assigned to the expected clade, as shown by the bar color and the color key to the right. The total number of clade-specific sequencing reads in each dataset is shown above the bars. Sea cucumber and oyster (marked with black asterisks) were not represented in our reference database, but were still correctly identified as Echinoderm and Lophotrochozoan based on conserved sequences. **b** miRTrace identifies human samples as primate using data from single cells. **c** A parasitic infection is identified from nematode miRNAs in mouse serum. **d** Estimation of sensitivity. In a carefully controlled in silico experiment, fruit fly sequences were spiked into mouse data in abundances ranging from 0 to 100%. miRTrace detected the insect presence when 0.001% or more of the sequences were fruit fly

We next tested the sensitivity of our method by analyzing miRNA sequencing data from single human cells [21]. Our method again correctly identified all clade-specific miRNAs as primate, showing that it can trace picogram sample material to the correct organism (Fig. 2b, Additional file 3: Table S2). We then used our tool to profile sequencing data from serum of mice infected with the parasitic nematode *Litomosoides sigmodontis* [22]. Both rodent and nematode miRNAs were detected (Fig. 2c, Additional file 3: Table S3), demonstrating that our method can detect parasitic infections in mammals. Next, we analyzed mouse sequences with different levels of fruit fly sequences introduced in silico (Fig. 2d, Additional file 3: Tables S4–S6). Fruit fly traces were detected when present at 0.001% or higher, showing that miRTrace can detect foreign miRNAs even when they comprise one in 100,000 sequences. Last, we applied binomial statistics to estimate the rate with which random sequence would match to our database of curated miRNAs (Additional file 2: Supplementary Methods). We found that a typical sequencing data set of ten million reads would produce less than one spurious match (Additional file 2: Figure S2), demonstrating that our method is highly specific.

### Evidence that cross-clade contamination is prevalent in public miRNA sequencing data

In research settings, cross-species contamination of samples can reduce reproducibility and complicate the interpretation of results. One direct and important application of miRTrace is to detect such contamination in miRNA sequencing data. We surveyed more than 700 public research sequencing datasets from mouse, nematode, and fruit fly for the presence of primate miRNAs, since the most plausible explanation for the presence of primate sequences in mouse, nematode, or fly would be human contamination, from, for example, researchers or patient material (Fig. 3a, Additional file 2: Figure S3, Additional file 3: Tables S7–S12, Additional file 4: Reports S2–S4). On average, 7% of the datasets contained primate sequences, with more in the fruit fly data (11%) and less in the nematode data (2%). However, the levels of the putative contaminants were generally low, with a median contamination level from primate sequences of 0.01% of the clade-specific miRNAs (Fig. 3b). We conclude that trace levels of cross-contaminants are prevalent in public research sequence data.

**Fig. 3:**
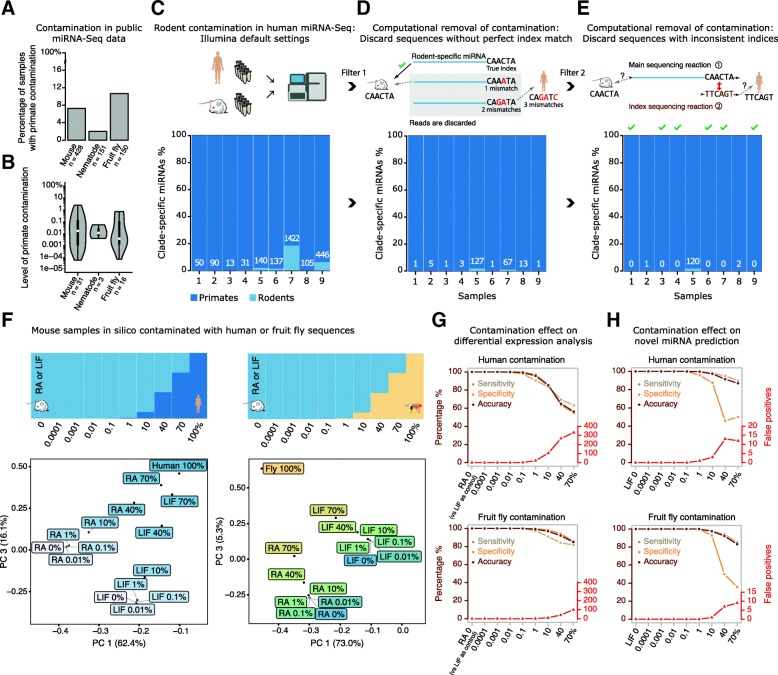
Prevalence, causes, and effects of cross-contamination in miRNA-seq data. **a** Percentages of public mouse, nematode, and fly datasets that contain primate sequences (putative human contamination). **b** Percentages of primate sequences in putatively contaminated datasets (considering only clade-specific sequences). The white dot indicates the median value, the thick black line indicates the range from 25 to 75% percentiles, and the whole gray area indicates the range from 5 to 95% percentiles. **c** Human and mouse samples were profiled in parallel with Illumina sequencing to detect sources of cross-contamination (top). Using the Illumina default settings for sample assignment, rodent contamination was detected in all nine human samples. Each bar represents one sample, and the numbers in each bar indicate the number of contaminating sequences (bars below). **d** Using more stringent settings for sample assignment, only sequences with perfect matches to known sample indices were retained (top). This computational step removed most rodent contaminations (bottom). **e** In an additional filtering step, sequences with inconsistent indices were discarded (top), removing contaminations completely from six out of nine human samples (bottom). **f** Mouse samples in silico contaminated with controlled abundances of human or fly sequences ranging from 0 to 100% (top). Principal component analyses (PCA) show how the overall miRNA composition of the sample changes with increasing levels of contamination (bottom). **g** Effects of the contaminations from (**f**) on gene differential expression (DE) analyses. Sensitivity, specificity, and accuracy (in shades of brown) are given as fractions, while the false positive rates (in red) are absolute numbers. **h** Effects of contamination on the prediction of novel miRNAs

### Index mis-assignment is an important source of contamination

We next designed a controlled in-house experiment to study potential sources of cross-contamination. Extensive research has been conducted on this topic for DNA sequencing [2, 23], but none specifically for miRNA sequencing. Work with DNA has shown that cross-contamination can occur during the sequencing process, and thus we used the Illumina NextSeq500 instrument to profile miRNAs from human cell cultures and mouse neuronal synapses in parallel. Mouse synapses contain highly abundant rodent-specific miRNAs, and we were therefore not surprised to observe clear rodent contamination in all of our nine sequenced human samples (Fig. 3c, see Additional file 2: Note S1 and Figure S4 for a discussion on the effect of miRNA annotation imbalances between species, Additional file 3: Table S13). When multiple samples are profiled in parallel, each detected miRNA is assigned back to its sample of origin based on an *index* sequence that is unique to that sample. If some of the nucleotides of the index are misread during the sequencing, the miRNA may be assigned to an incorrect sample (Fig. 3d, top, Additional file 2: Figure S5). We therefore repeated the assignment, but stringently discarded miRNAs with indices that did not have a perfect match to a known sample index. This step removed approximately 90% of the rodent sequences from the human samples, indicating that index misreading is an important source of miRNA contamination (Fig. 3d, bottom, Additional file 3: Table S14).

Cross-contamination can also occur when the sequencing instrument reads an index correctly but pairs it to an incorrect transcript (Fig. 3e, top). This is possible because the index and the transcript are read in two distinct sequencing reactions, which can then be mis-paired by the instrument [2]. However, since miRNAs are short transcripts, when they are sequenced, the main reaction can extend into the adjacent index. For instance, the default 75 bp Illumina TruSeq kit should be long enough to cover miRNA (~ 22 nt), adapter sequence (33 nt), and index (6 nt). A consequence of this is that the index is read twice. We developed software to identify and discard miRNAs with inconsistent indices and in this way remove contaminated samples that originate from mispairing events. We successfully used this approach to completely clean all contamination from six of nine samples (Fig. 3e, bottom, Additional file 3: Table S15). We compared our method of removing mis-paired indices with a previously described approach that filters sequencing reads based on index sequencing quality [24], and found that the two compare similarly in cleaning efficiency, while our method retains more useful miRNA sequences (Additional file 2: Figure S6). Further, our method works independently of index quality scores, which are rarely available for public data. In summary, our results show that misread and mis-paired indices are sources of miRNA cross-contamination, and we present a method to computationally remove them, after the samples have been sequenced. Importantly, our cleaning method can remove same-species contamination and can also be used for other short transcript applications such as CLIP-seq [25, 26].

### Impact of contamination on downstream bioinformatical analyses

Having studied the sources of cross-contamination, we turned to their effects on subsequent bioinformatical analyses. We computationally spiked in either human or fly miRNA sequences into data from mouse embryonic stem cells (Fig. 3f, top, Methods, Additional file 3: Tables S16, Additional file 4: Reports S5–S6). The mouse cells had been cultivated either in the presence of a compound that maintained their pluripotency (leukemia inhibitory factor, LIF) or with a compound that induced them to differentiate into neurons (retinoic acid, RA) [27]. Contaminants at levels of 1% or less did not change the overall transcriptional profile of the samples, as indicated by principal component analyses (PCA), while higher levels of contaminants increasingly changed the profile towards that of the contaminating sample (Fig. 3f, bottom, Additional file 2: Figures S7–S8, Additional file 3: Tables S17–S18). We next used differential gene expression analysis to identify genes that had been activated following induction into neurons (RA vs. LIF). The analysis was not compromised by the presence of up to 0.1% human sequences or 1% fly sequences, while higher levels of contaminants reduced the sensitivity and caused false positives (Fig. 3g, Additional file 2: Figures S9–S10, Additional file 3: Table S19). The analyses performed on mouse data were more sensitive to the human sequences than to the fly sequences, and we speculate that this is because of the closer evolutionary relationship. Finally, we predicted novel miRNA genes from the mouse LIF data using miRDeep2 [28] (Methods). The presence of up to 0.1% human or 1% fly sequences did not disturb the analyses, while a higher level of contaminants reduced sensitivity and caused some false positives (Fig. 3h, Additional file 3: Table S20). These results indicate that common analyses can be robust to levels of contaminants up to 1%, depending on species relatedness and the type of analysis. This leads to the conclusion that approximately 1.5% of the public datasets may be substantially compromised by contaminants (Fig. 3a, b).

### miRTrace: all-round quality control of miRNA sequencing data

We have implemented the algorithm described in this study as fast and portable Java software. It operates in two modes: *Trace* mode, in which the software reports the composition of clade-specific miRNAs of unknown or complex samples, as described above, and extended *QC* mode, in which it performs an all-round quality control of miRNA sequencing data, applicable to any of the 219 animal or plant species currently available in the miRBase database [20].

The *QC* mode builds on the workflow of the *Trace* mode (Fig. 1a), but more steps are included and in total six report figures are generated during the flow (Fig. 4). First, a report figure of the sequencing quality is output (“Phred Score Distribution,” example Fig. 5a). In the data pre-processing step, low-quality reads are discarded, the 3′ end sequencing adapters are removed, and low-complexity reads and short reads are discarded (Methods). After the adapters have been removed, a report figure is generated that shows the length profile of reads (“Read Length Distribution,” Figs. 4 and 5b). The length profile of sequenced transcripts can be highly informative, since particular classes of transcripts have distinct lengths, for instance, miRNAs are often 22 nucleotides long. Next, quality control statistics accumulated thus far are reported, showing what fractions of reads have been discarded or retained in the previous steps (“Quality Control Statistics”, Figs. 4 and 5c). In the annotation step, reads are mapped to a custom database of miRNA precursors, tRNAs, rRNAs, and synthetic adapter sequences that may be present, and the composition of each data set is presented (“RNA Type,” Figs. 4 and 5d). From the sequences that have now been identified as miRNAs, a report is generated showing the number of distinct miRNAs in each data set, as a function of sequencing depth (“miRNA Complexity,” Figs. 4 and 5e). Ideally, many distinct miRNAs should be present in each data set; low complexity data sets may be generated when low quantities of RNA are sequenced. Last, in the contamination test step, sequence reads are mapped against our catalog of clade-specific miRNAs, identical to the *Trace* mode (“Contamination,” Figs. 4 and 5f). This is a key part of the *QC* analysis, since cross-species miRNAs could result from contamination that compromises the data.

**Fig. 4:**
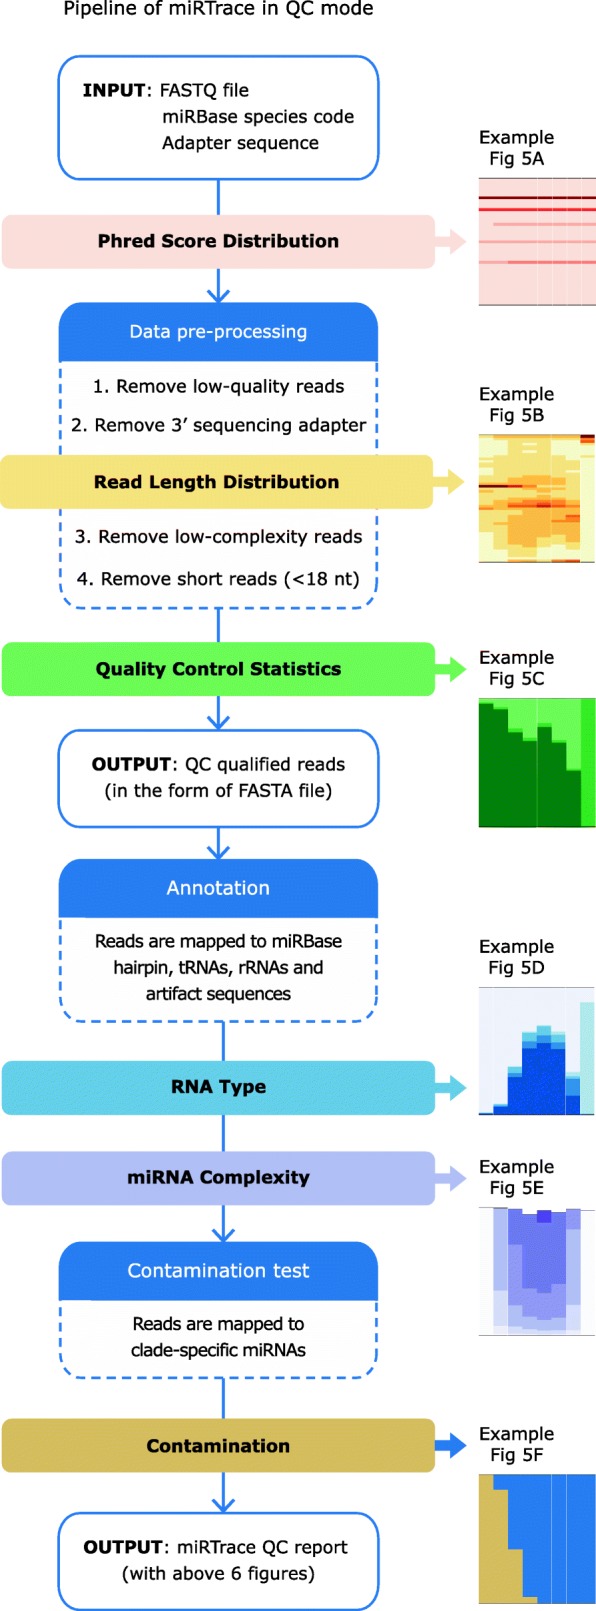
miRTrace: an all-round quality control tool for miRNA sequencing data. Flowchart of the steps that generate the six reports shown in Fig. 5a–f. For instance, an example of first report is shown in Fig. 5a. A detailed description of the flowchart can be found in the Results section

**Fig. 5:**
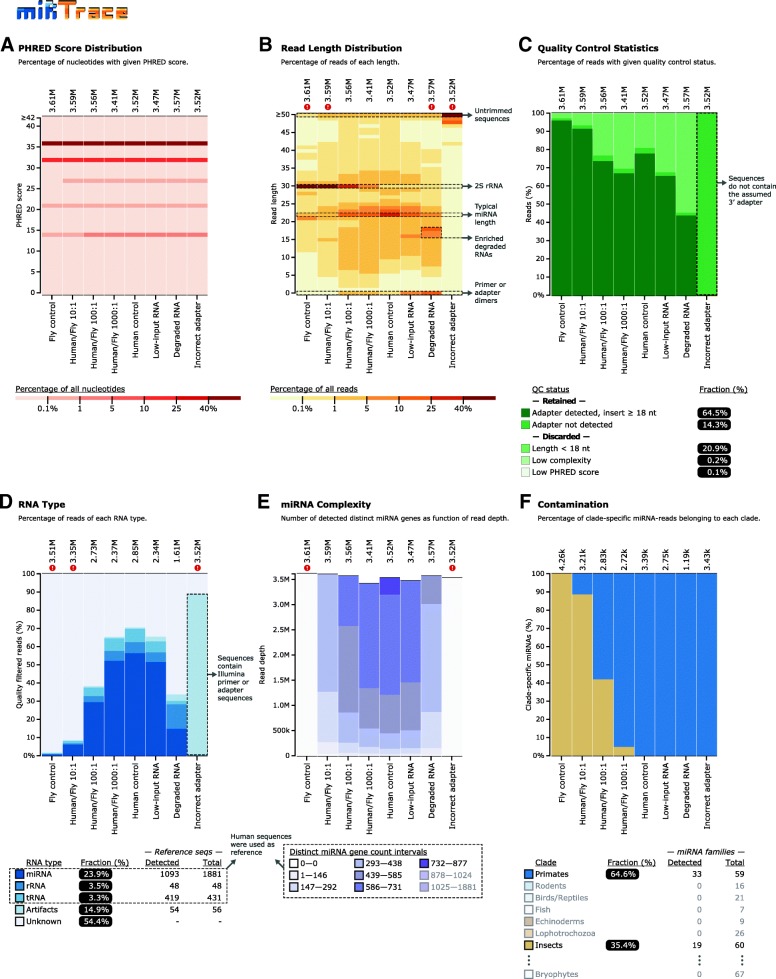
miRTrace quality control report. **a** Sequencing quality. Higher Phred scores indicate higher sequencing quality. In this case, all samples pass the filter. The number above each column shows the number of sequences in the dataset. **b** Length of sequenced transcripts. miRNAs are ~ 22 nucleotides long, while the fly 2S RNAs are ~ 30 nucleotides long. Zero-length sequences indicate adapter artifacts, while lengths of > 50 indicate that the sequencing adapter has not been successfully identified. Four samples are flagged because < 25% of the sequences are between 20 and 25 nucleotides long. **c** Quality control. After the ligation adapter has been removed, sequences are grouped according to length and sequencing quality. The most desirable sequences have the adapter removed and are long enough to map reliably (18 nucleotides or longer). **d** RNA type. For most applications, a high miRNA content and low rRNA and tRNA content are desirable. Illumina sequences are tagged as “artifacts.” Here, three samples are flagged because the miRNA content is < 10%. **e** miRNA sequence complexity. Each bar shows the number of distinct miRNA sequences as a function of sequencing depth. Two samples are flagged because < 10% of all known miRNAs for the studied species (human) is represented in the sample. **f** Contamination. The human samples that are intentionally contaminated with fly clearly stand out (in beige color). In total, 14 clades are considered, but here only eight are shown in the table below. Samples: Fly control, S2 cells; Human/Fly 10:1, total RNA from HEK-293T cells mixed with total RNA from S2 cells in ratio 10:1; Human control, HEK-293T cells; Low-input RNA, 50 ng total RNA from HEK-293T cells; Degraded RNA, HEK-293T total RNA incubated with RNase A enzyme; Incorrect adapter, wrong adapter sequence designated when starting the analysis. The six report figures here are imported directly from miRTrace output, except for the small gray arrows and the accompanying annotations, which have been added here for clarification

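In the deposited files, the share of nucleotides with a Phred score of at least 30 was 98.96% in the Fly control, 98.8% in Human/Fly 10:1, 98.2% in both 100:1 and 1000:1 and in the Human control, 97.7% in the Low-input RNA library and 96.5% in the Degraded RNA library. Reads removed for low Phred scores were between 0.0746% of the Low-input RNA library and 0.09995% of the Degraded RNA library.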

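At the full depth of the deposited files, reads of 20 to 25 nt made up 9.97% of the Fly control, 12.4% of Human/Fly 10:1 and 15.8% of the Degraded RNA library, all under the limit of 25%. They were 29.4% of Human/Fly 100:1, 43.9% of 1000:1, 46.1% of the Low-input RNA library and 54.4% of the Human control.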

We have benchmarked the *QC* mode on a small use case representative of a research laboratory, and on an extensive use case representative of a bioinformatics or sequencing facility. The analysis of ten datasets comprising approximately 185 million reads takes less than 8 min on a MacBook Air (2014) laptop with 2 GB memory allocated, while the analysis of 428 datasets comprising approximately 4.5 billion reads takes less than 14 min on a server with 20 cores (Xeon(R) E5-2630 v4) and 32 GB memory allocated, demonstrating the efficiency of our software.

### miRTrace quality control accurately identifies problematic samples

To test our software on realistic data, we have validated the *QC* mode using in-house human RNA control samples that we intentionally subjected to various insults. These treatments include cross-species contamination, sample dilution, and RNase A digestion (Fig. 5, Methods, Additional file 3: Table S21). 

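Small RNA sequencing libraries of 7 RNA samples were analysed here, with 1 library per condition, so that no difference between conditions has a replicate check and no p-value is given. HEK-293T is a human embryonic kidney cell line and S2 is a cell line of the fruit fly Drosophila melanogaster. The Human control and the Fly control held total RNA of HEK-293T and of S2 cells, and the 3 mixtures held HEK-293T and S2 total RNA at ratios of 10:1, 100:1 and 1000:1. The Low-input RNA library was prepared from 50 ng of HEK-293T total RNA, where 1000 ng was used for a standard library. For the Degraded RNA library, HEK-293T total RNA was first hydrolyzed for 5 min by RNase A, an enzyme that cuts RNA after pyrimidines, which left an RNA integrity number of 2.3. The libraries were prepared with the TruSeq small RNA kit, and single-end sequencing was carried out. Total reads were 24087361 for the Fly control, 23950238 for Human/Fly 10:1, 23702667 for 100:1, 28388289 for 1000:1, 32016072 for the Human control, 3469834 for the Low-input RNA library and 16978792 for the Degraded RNA library.
The authors demultiplexed the reads with bcl2fastq2 and ran miRTrace in QC mode with the human sequences as reference. That run kept the first 50 nt of each read, removed reads of low quality, trimmed the adapter and discarded low-complexity sequences and those under 18 nt. Each remaining read was assigned to miRNA, tRNA, rRNA or Illumina artifacts, or left as unknown, and was counted as clade-specific if its first 20 nt matched a clade-specific miRNA exactly. Because the reference is human, fly RNA without a human match falls among the unknown reads. The deposited values are raw counts of reads by length, quality control status, RNA type and clade-specific sequence, and the read depth at which each further distinct miRNA gene was first seen. Shares were computed from these counts with exact Clopper-Pearson 95% confidence intervals, and ratios between libraries with 95% intervals from the counting variance of the log ratio. Reads of a family or clade are also given as rpm, reads per 1000000 sequenced reads of a library. A count of 0 was read as allowing up to 3 reads. The kit adds no molecular identifiers, so intervals and limits cover counting error only and not the variation between library preparations. Choices that move the values are the denominator, all reads or quality-filtered reads, and the depth at which distinct miRNA genes are counted. The dataset run with an incorrect adapter was not analysed here.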

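Insect-specific miRNA families were read in the Fly control and in all 3 mixtures, and not in the libraries made of HEK-293T RNA alone. Of the 10 insect families with the most reads in the Fly control, all 10 had reads in Human/Fly 10:1 and 100:1, and 9 had reads in Human/Fly 1000:1. The families miR-14 and miR-11, both known in Drosophila for roles in cell death, held 90.4% of the insect-specific reads of the Fly control. The family miR-14 had 568.5 rpm in the Fly control, 461.96 in Human/Fly 10:1, 191.8 in 100:1 and 25.5 in 1000:1, and miR-11 had 495.7, 275.9, 117.6 and 15.4 rpm. At 1000:1, the families miR-999, miR-306, miR-988 and miR-970 followed with 35, 29, 16 and 13 reads, while miR-308, miR-1003, miR-956 and miR-274 had between 1 and 4 reads each. The family miR-1006 had 20 reads in the Fly control and was not detectable at 1000:1, with 0 reads and a limit of 0.106 rpm at that depth. The mirtrons, miRNAs that are released from short introns by splicing, had reads in 4 of 7 listed families in the Fly control (131 reads) and in Human/Fly 10:1 (63 reads), in 3 at 100:1 (17 reads) and in 1 at 1000:1 (2 reads).
Insects held 19053 of the 21553 clade-specific reads of Human/Fly 10:1, a share of 88.4% (95% interval 87.97 to 88.8%). The share was 40.4% at 100:1 (39.7 to 41.0%) and 5.49% at 1000:1 (5.20 to 5.80%), with the remaining reads from primates. The Human control had 0 insect-specific reads among 31132 clade-specific reads, and its limit of 0.0937 rpm lies far below the 44.4 rpm of insect-specific reads in the 1000:1 mixture. The Low-input RNA library, with its smaller depth, also had 0, with a limit of 0.865 rpm, and the Degraded RNA library had 0 with a limit of 0.177. Of the 14 clades of the catalog, 11 had no read in any library. Without the insect sequence that has the most reads in the Fly control, the shares at 10:1, 100:1 and 1000:1 were 76.7, 22.9 and 2.49%, and without the primate miR-548 family they were 94.0, 57.8 and 10.1%. As shares of the distinct clade-specific sequences seen, they were 27.5, 23.1 and 12.6%.

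**Figure D1:**
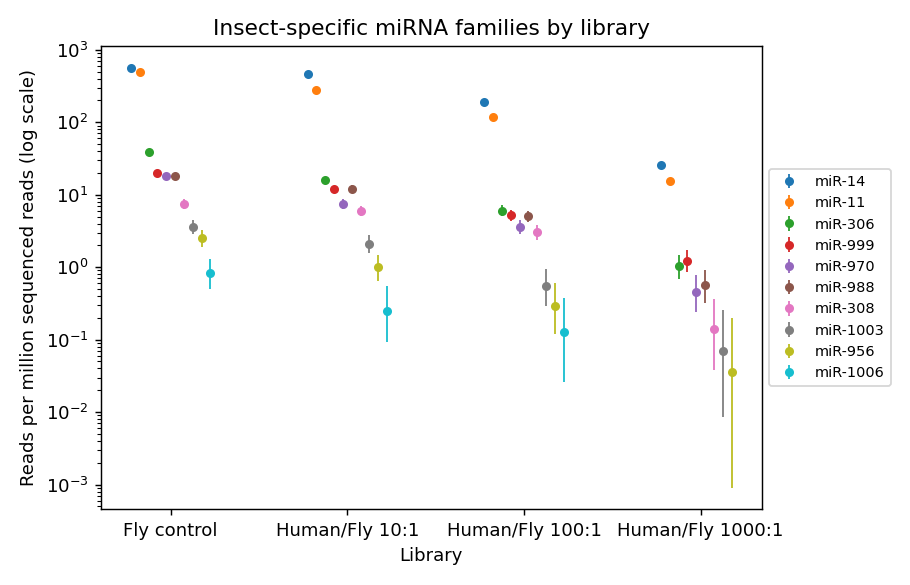
Rpm on a log axis for the 10 insect-specific miRNA families with the most reads in the Fly control, in the Fly control and the 3 mixtures. Points are 1 library each, bars are exact 95% intervals of counting error, and a family without reads in a library has no point; miR-14 lies highest in every library, from 568.5 rpm in the Fly control to 25.5 at 1000:1.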

As expected, miRTrace successfully identifies fruit fly contamination in human samples even when it is present in a 1:1000 ratio at the RNA level (first four bars in Fig. 5f). In addition, miRTrace also discerns subtle changes in quality caused by contamination. For example, the human miRNA content and sequence complexity decrease as the fly presence increases (Fig. 5d, e). 

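Human miRNAs took a smaller share of the quality-filtered reads in every mixture than in the Human control. The miRNA content was 56.4% in the Human control, 52.2% in Human/Fly 1000:1, 29.5% in 100:1 and 6.20% in 10:1, and 0.846% in the Fly control. Relative to the Human control this is a ratio of 0.926 (95% interval 0.925 to 0.926) at 1000:1, 0.522 at 100:1 and 0.110 at 10:1, while the reads left unknown rose from 29.5% in the Human control to 34.6%, 61.8% and 91.5%. Among primate-specific families, the 10 with the most reads in the Human control were all lower in rpm in Human/Fly 10:1 and 100:1, with intervals that exclude a ratio of 1, and 8 were lower at 1000:1, while per miRNA read 5 were lower and 1 was higher at 10:1, 0 and 2 at 100:1, and 2 and 3 at 1000:1. The largest, miR-548, whose members derive from transposable elements, had 491.5 rpm in the Human control, 368.8 at 1000:1, 249.1 at 100:1 and 53.7 at 10:1. The family miR-580 had 8.15 rpm in the Human control and 5.14, 3.42 and 0.585 in these mixtures. The miRNA reads of a mixture include fly reads that match the human reference, and these can weigh most at 10:1. In the Fly control such reads were the 0.846% counted as miRNA. The values per miRNA read, and the gene counts at equal miRNA reads below, were not corrected for them.
Distinct miRNA genes numbered 1206 in the Human control, 1162 at 1000:1, 1092 at 100:1, 881 at 10:1 and 87 in the Fly control, where a match to the human reference is counted. At the depth of the Low-input RNA library, which every library reaches, the counts were 907, 903, 802, 567 and 33. Each mixture was also compared with the Human control at the mixture's own number of miRNA reads, taking these as spread evenly over depth. Human/Fly 10:1 had 881 genes and the Human control 875 at 1385394 miRNA reads, Human/Fly 100:1 had 1092 and the Human control 1082 at 5353127, and Human/Fly 1000:1 had 1162 and the Human control 1164 at 10292452. Among reads annotated as miRNA, rRNA or tRNA only, the miRNA share was 0.938 times that of the Human control at 10:1, 0.971 times at 100:1 and 1.00 times at 1000:1.

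**Figure D2:**
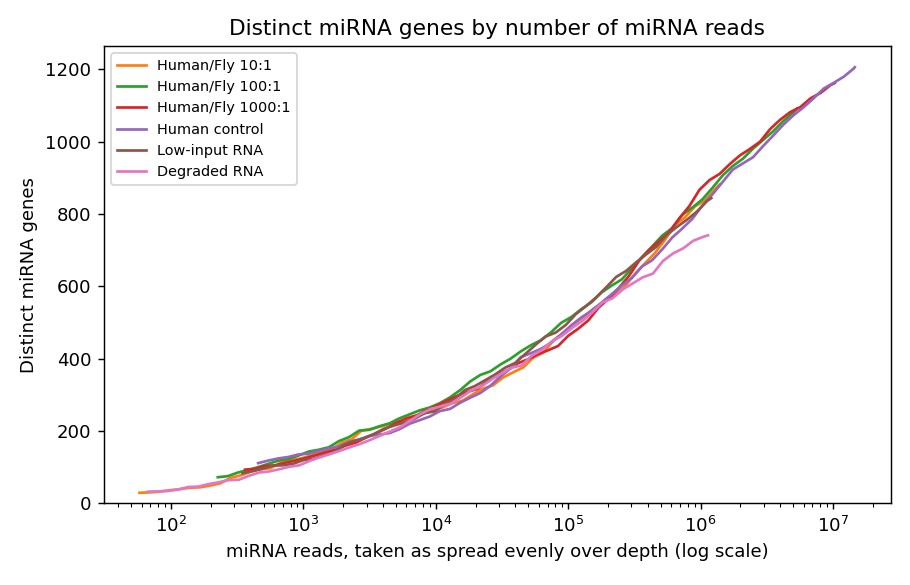
Number of distinct miRNA genes against the number of miRNA reads on a log axis, taken as spread evenly over depth, with 1 line per library. The lines of the 3 mixtures and the Low-input RNA library run close to that of the Human control, while the Degraded RNA line ends at 741 genes, where the Human control has 834 at the same number of miRNA reads.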

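Reads of 30 nt, the length class of the fly 2S rRNA, made up 77.7% of the Fly control and 0.868% of the Human control. They were the most frequent length in Human/Fly 10:1, at 70.8% of all reads, and in 100:1, at 30.4%. In Human/Fly 1000:1 they were 5.18%, which is 5.97 times the share in the Human control (95% interval 5.94 to 5.99), and the most frequent length was 22 nt. The ratios to the Human control were 35.0 at 100:1 and 81.5 at 10:1. Reads of 22 nt fell the other way, from 27.1% of the Human control to 21.4% at 1000:1, 13.7% at 100:1, 4.40% at 10:1 and 1.88% in the Fly control. The Fly control had more reads over the range of 21 to 23 nt, 8.82%. With a window of 29 to 31 nt in place of 30 nt, the ratios to the Human control were 1.95, 8.41 and 18.8 from the lowest to the highest fly content, since the Human control holds 3.95% of its reads in that window.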

The changes are also reflected in the overall sequence length profile, since the abundant fly 2S RNA is around 30 nucleotides long, while the human miRNAs are around 22 nucleotides long (Fig. 5b).

miRTrace also discerns the differences between the human control sample and a sample that has been partly degraded with RNase A enzyme. The degraded sample has fewer sequences that are around 22 nucleotides long, and a higher fraction of shorter variants, including zero-length sequences, which are probably ligation adapter artifacts (Fig. 5b). 

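In the Degraded RNA library, reads of 22 nt were 5.87% of all reads, 0.217 times the share in the Human control (95% interval 0.216 to 0.217). Over the range of 20 to 25 nt the ratio was 0.291, and 0.519 with reads of 18 nt or longer as denominator. The most frequent length was 18 nt, with 21.5% of all reads and 4.21% in the Human control, 5.10 times as much. Reads of 1 to 17 nt were 38.9% in the Degraded RNA library and 18.9% in the Human control, a ratio of 2.06 (2.05 to 2.06). Zero-length sequences were 15.8% and 0.177%, a ratio of 89.5 (88.8 to 90.3). In total, 45.2% of the reads of the Degraded RNA library passed all filters, against 80.8% of the Human control, and 54.5% were under 18 nt. The paper states that miRTrace tells this sample from the control, and it describes the zero-length sequences as probable ligation adapter artifacts.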

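Of the 10 primate-specific miRNA families with the most reads in the Human control, 9 were lower in rpm in the Degraded RNA library and miR-576 was higher, while per miRNA read 4 were lower and 6 were higher. Of the 9, 7 had intervals that exclude a ratio of 1, and the other 2 had 0 reads and rest on the limit of 3 reads. In miR-576 and miR-1226, both higher per miRNA read, the 2 sides of the hairpin went opposite ways. The main 3' sequence of miR-576 had a ratio per miRNA read of 32.8 and the main 5' sequence 0.0980. For miR-1226 the 5' sequence had 49.4 and the 3' sequence 0.0843. Other families did not show this. The 2 main sequences of miR-550 had 0.286 and 0.0947, and those of miR-627 had 4.50 and 1.49 (0.715 to 3.09). The miR-548 family had 31.3 rpm in the Degraded RNA library, a ratio to the Human control of 0.0636 (95% interval 0.0584 to 0.0694) and of 0.433 per miRNA read. Its share of the primate-specific reads went from 50.5 to 9.23%. That share also depends on 2 sequences of miR-1269 and miR-576, which held 4607 of the 5754 primate-specific reads of the Degraded RNA library. The most abundant miR-548 sequence AAAAGTACTTGCGGATTTTG had 213 rpm in the Human control and 17.1 rpm in the Degraded RNA library. This is a ratio of 0.0805 (0.0716 to 0.0905) and of 0.547 per miRNA read (0.487 to 0.616). That sequence matches MIR548K on chromosome 11 of GRCh38, from 70283955 to 70284070, in an intron of PPFIA1 in GENCODE release 29. The family miR-550 had a ratio of 0.0294 (0.0209 to 0.0415) in rpm and of 0.20 per miRNA read. The families miR-577 and miR-556 had 183 and 165 reads in the Human control and 0 in the Degraded RNA library. They were at least 32.3-fold and 29.2-fold lower there in rpm, against a limit of 3 reads. No such bound was computed per miRNA read, where it would be smaller. A family read must match over 20 nt, so reads of 18 and 19 nt can count as miRNA but not for a family. These were 21.5% and 2.05% of the Degraded RNA library's reads, against 4.21% and 1.45% in the Human control. The family miR-1269 had a ratio of 0.643 (0.613 to 0.674) in rpm and of 4.37 per miRNA read. Nearly all its reads came from CTGGACTGAGCCATGCTACT of MIR1269B, which lies on chromosome 17 from 12917268 to 12917342 outside any host gene on its strand. The family miR-580 had a ratio of 0.340 (0.249 to 0.463) in rpm and of 2.31 per miRNA read, and MIR580 lies on chromosome 5 from 36147892 to 36147988 in an intron of LMBRD2.
The miRNA content of the quality-filtered reads was 14.8% in the Degraded RNA library, 0.263 times that of the Human control (0.262 to 0.263), and the ratio was 0.147 over all reads and 0.608 among miRNA, rRNA and tRNA reads only. The share of tRNA was 1.85%, against 7.33%. The number of distinct miRNA genes was 0.614 times that of the Human control at full depth. At the depth of the Low-input RNA library, the Degraded RNA library had 582 genes and the ratio was 0.642, and at equal miRNA reads it was 0.888.

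**Figure D3:**
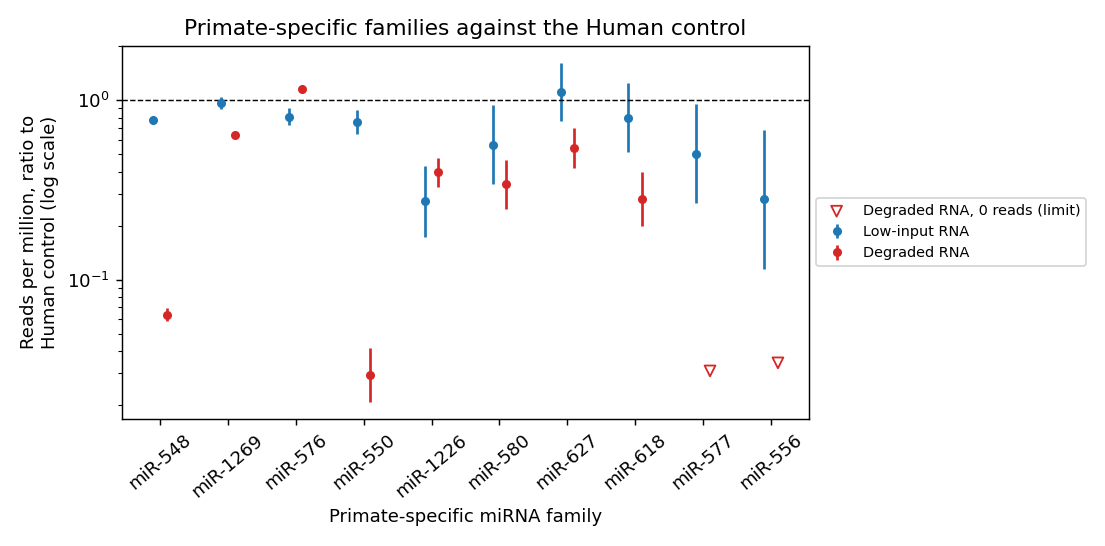
Ratio of rpm to the Human control, on a log axis, for the 10 primate-specific families with the most reads in the Human control, in the Low-input RNA library (blue) and the Degraded RNA library (red). Points are 1 library each with 95% intervals of counting error. The dashed line is a ratio of 1, and open triangles mark the limit for families with 0 reads. In the Degraded RNA library the ratios run from 0.0294 for miR-550 to 1.15 for miR-576, while per miRNA read 6 of the families lie above 1. The main sequences of miR-576 and of miR-1226 went opposite ways within each family.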

The degraded sample also has a lower miRNA content and sequence complexity (Fig. 5d, e). These tendencies are observed to a lesser extent for the low-input sample that was prepared from only 50 ng total RNA. 

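In the Low-input RNA library, reads of 22 nt were 20.9% of all reads, reads of 1 to 17 nt were 25.3% and zero-length sequences were 7.12%, each between the shares of the Human control and the Degraded RNA library. Some single lengths did not lie between them, such as 10 nt with 0.657%, against 1.21% and 2.75%. Relative to the Human control, the share of 20 to 25 nt was 0.847 (95% interval 0.846 to 0.848), that of 1 to 17 nt 1.34 (1.34 to 1.34) and that of zero-length sequences 40.3 (39.97 to 40.7). Among the 10 primate-specific families above, 7 were lower in rpm with intervals that exclude a ratio of 1 and 3 had intervals that include it, while per miRNA read 2 were lower and 2 were higher. The miR-548 family had a ratio in rpm of 0.776 (0.734 to 0.821) and of 1.02 per miRNA read (0.963 to 1.08), and miR-1226 had 0.273 (0.173 to 0.430) and 0.358 (0.227 to 0.565). The family miR-1269 had a ratio in rpm of 0.959 (0.888 to 1.04) and of 1.26 per miRNA read (1.16 to 1.36). The miRNA content was 51.5%, which is 0.913 times that of the Human control (0.912 to 0.915). In Human/Fly 1000:1, which also holds S2 RNA and was not labelled as low-input, the ratio was 0.926. Its ratios for 20 to 25 nt, 1 to 17 nt and zero-length sequences were 0.806, 1.44 and 18.5. With 1 library per condition, the shifts of the Low-input RNA library cannot be told apart from variation between library preparations.
Distinct miRNA genes numbered 844, or 0.700 times the Human control at full depth. At equal depth the ratio was 0.931, and at 1205002 miRNA reads in each library it was 0.992. With reads of 18 nt or longer as denominator, the share of 20 to 25 nt was 1.01 times that of the Human control, and among miRNA, rRNA and tRNA reads only, the miRNA share was also 1.01 times that of the Human control.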

Last, when an incorrect ligation adapter sequence is provided to miRTrace, no adapters are identified (Fig. 5c) and more than 85% of reads are labeled as “Artifacts,” which suggests that the unclipped adapter sequences are aligned to our Illumina artifact database (Fig. 5d). In summary, miRTrace accurately identifies poor-quality samples and can even, to some extent, provide hints to the cause of the poor quality.

### The miRTrace method can trace samples to the species level

While some studies have provided miRNAs that are specific to broader clades [11, 17, 18], currently few truly species-specific miRNAs are known. However, a recent study has provided a catalog of miRNA candidates specific to each of 12 *Drosophila* species [29]. This has allowed us to evaluate if our method can trace miRNA sequencing data to the species level, when the required annotations are available. Specifically, we analyzed public miRNA sequencing data from the 12 *Drosophila* species, while providing curated species-specific databases to miRTrace. For all 12 datasets, > 90% of the reads were correctly assigned and the species of origin was unambiguously identified (Fig. 6a, Additional file 3: Table S22), demonstrating that our approach can accurately trace to the species level, when the annotations are available.

**Fig. 6:**
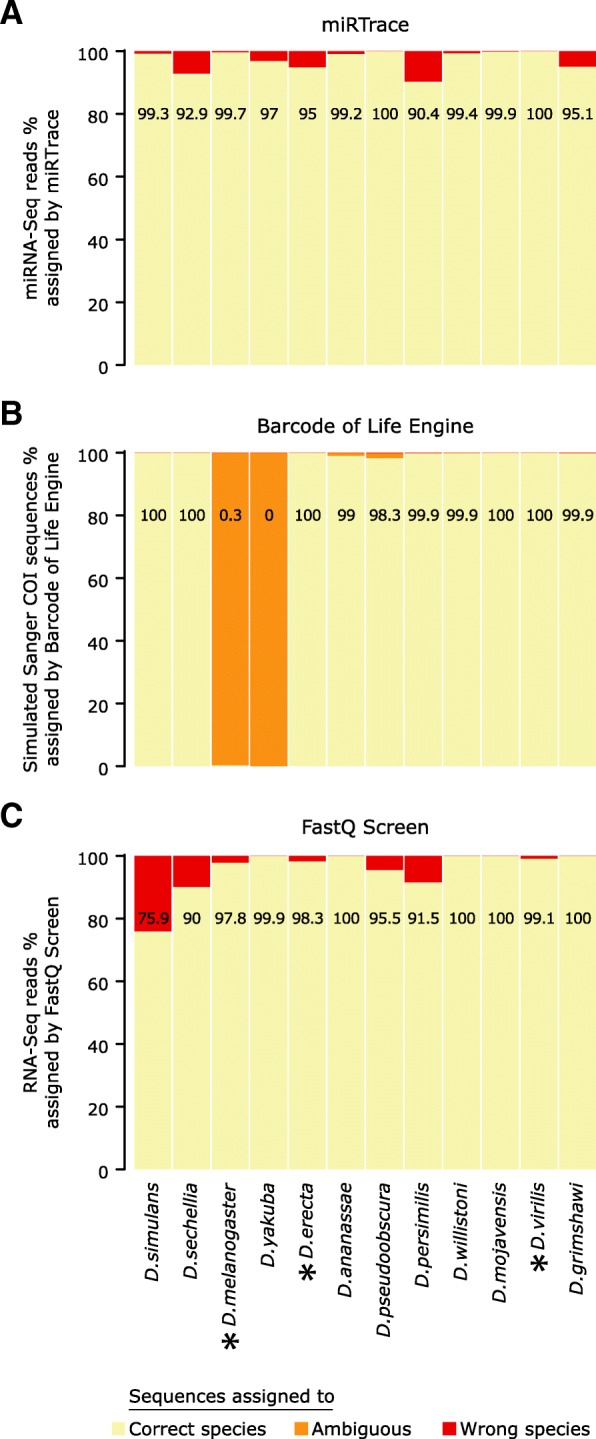
miRTrace can be refined to trace samples to the species level. **a** miRNAs known to be specific to individual *Drosophila* species were compiled to generate a custom database for miRTrace. miRNA sequencing data from the 12 species were obtained from public repositories and assigned to the species by miRTrace, using the custom annotations. The number in each bar indicates the percentage of sequences that were traced to the correct species (pale yellow). **b** Sanger sequences of the COI gene were simulated for the 12 *Drosophila* species, considering intra-species variation and sequencing error rates, and assigned using the Barcode of Life Identification Engine. For each species, 1000 sequences were simulated. **c** RNA sequencing data from the 12 *Drosophila* species were obtained from public repositories and assigned using the FastQ Screen tool. The black asterisks indicate species where it was possible to obtain matched miRNA and RNA sequencing data (obtained from the same study)

This case study also allowed us to compare miRTrace to other methods, at the species level. Currently, miRTrace is the only approach that can trace miRNA sequencing data to their taxonomical origins, but similar methods exist for other data types. The most common method for taxonomical tracing in animals uses barcoding of the mitochondrial Cytochrome Oxidase C Subunit 1 (COI) gene [4]. This method does not analyze next-generation sequencing data, rather researchers extract DNA from samples of interest, PCR amplify the COI gene, and sequence it with Sanger sequencing, before mapping it to a comprehensive COI sequence database [4]. We therefore simulated Sanger sequencing data from the 12 *Drosophila* species, considering intra-species sequence variation and common error rates of Sanger sequencing (Additional file 2: Supplementary Methods). We found that the Barcode of Life Engine assigned more sequences correctly than miRTrace for seven of the 12 species, while miRTrace performed better for four species, and both methods performed perfectly on one species (Fig. 6a–b) However, for two of the species, most Sanger sequences could not be correctly assigned to a single species. When we looked closely into these species, we found that the ambiguous assignment is likely due to incorrectly annotated sequences in the Barcode of Life reference database, and indeed when comparing all available *Drosophila* COI sequences, it was not possible to assign all of the species to monophyletic groups (Additional file 2: Figure S11).

While currently no competing methods exist to trace miRNA sequencing data to their origins, there are similar methods for other next-generation sequencing data. The FastQ Screen tool maps long reads produced by RNA or DNA sequencing simultaneously to multiple genomes of interest, and reports how many reads map unambiguously to the expected genome, and how many reads map to other genomes [30]. When mapping publicly available RNA sequencing data with FastQ Screen, we found that reads were assigned to most *Drosophila* species with > 90% accuracy, similar to the performance of miRTrace (Fig. 6c, Additional file 2: Supplementary Methods, Additional file 3: Table S23). miRTrace outperformed FastQ Screen for five out of 12 species, while FastQ Screen performed better for seven species (Fig. 6a, c). Importantly, for three of the species (*D. melanogaster*, *D. erecta* and *D. virilis*), we found RNA sequencing data that matched the miRNA sequencing data analyzed by miRTrace above (exact same studies); miRTrace performed best for two out of three of these species. This test case is likely particularly challenging for FastQ Screen, since some of the *Drosophila* species are closely related, and several have incomplete genome assemblies. In summary, we find that miRTrace performs comparably to state-of-the-art tools that trace other types of sequence data to their taxonomic sources. However, the types of mis-assignments (ambiguous or wrong assignments) differ between the tools, suggesting that the approaches may be complementary.

## Discussion

We have here given a general proof-of-principle that miRNAs can be used to trace biological samples back to their taxonomic origins. This approach has several advantages over traditional methods—in particular, that the analysis is binary and conceptually simple, since a given miRNA is either present or absent from an animal or plant clade. We also present miRTrace, an implementation of the method that accurately and sensitively traces miRNA next-generation sequencing data to 14 important animal and plant clades. A primary application of miRTrace is to detect contaminations in miRNA research data. We have surveyed more than 700 public datasets and have presented evidence that more than 7% are compromised. We have identified index mis-assignments during sequencing as an important source of contamination, and we have proposed a simple yet innovative method to clean contamination, even after sequencing has occurred. Importantly, miRTrace is available as general-purpose quality control software and is fast and user-friendly, making it useful for bioinformatics and sequencing facilities and for the individual biologist.

We have shown that miRTrace is quantitative for some clade comparisons (Fig. 2d), while it reports skewed relative abundances for other comparisons (Fig. 5f). This has biological reasons, since some clades have larger sets of miRNA genes that are specific to them and that are more abundantly expressed (see the Additional file 2: Note S1 and Figure S4). This could easily be corrected by profiling miRNA genes at the DNA level, similar to the methods normally used to analyze barcoding genes. However, there are several advantages to profiling miRNAs at the RNA level. 

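In the 3 mixtures of HEK-293T and S2 total RNA, the ratio of insect- to primate-specific reads was 7.62 at 10:1 (95% interval 7.31 to 7.95), 0.677 at 100:1 (0.658 to 0.696) and 0.0581 at 1000:1 (0.0549 to 0.0615). The ratio of S2 to HEK-293T total RNA in these libraries was 0.1, 0.01 and 0.001, so that the read ratio was 76.2, 67.7 and 58.1 times the RNA ratio. Between neighbouring mixtures, where the RNA ratio changes 10-fold, the read ratio changed 11.3-fold from 100:1 to 10:1 (10.7 to 11.8) and 11.6-fold from 1000:1 to 100:1 (10.9 to 12.4). Insect-specific reads alone were 333.6 rpm at 100:1 and 795.5 rpm at 10:1, which from 1000:1 upward gives steps of 7.51-fold and 2.38-fold, while primate-specific reads were 764.3 rpm at 1000:1, 493.2 at 100:1 and 104.4 at 10:1. The Fly control had 1177 rpm of insect-specific reads and the Human control 972.4 rpm of primate-specific reads. Rpm are shares of each control's own reads, of which 30-nt reads were 77.7% in the Fly control and 0.868% in the Human control. They therefore do not compare the expression of the clade-specific miRNA genes. The paper attributes such skewed relative abundances to clades that have larger and more abundantly expressed sets of clade-specific miRNA genes. It refers to a supplementary note and figure that were not analysed here.

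**Figure D4:**
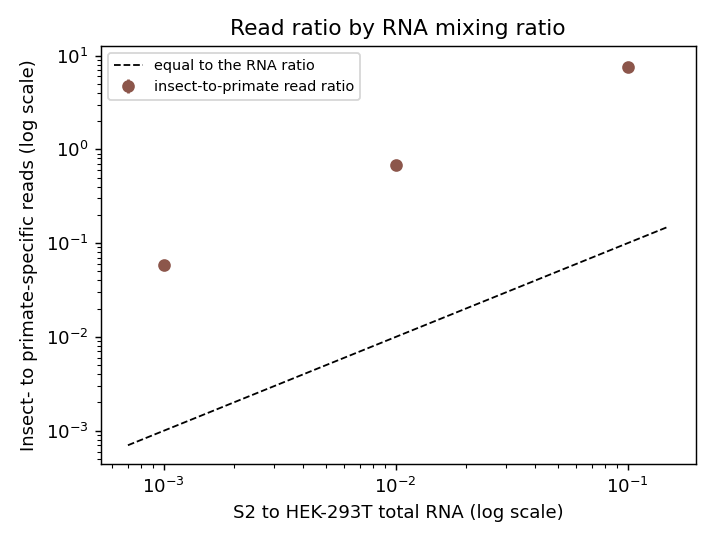
Ratio of insect- to primate-specific reads against the ratio of S2 to HEK-293T total RNA, both on log axes, with 1 point for each mixture. Error bars of counting error are smaller than the points, and all 3 points lie above the dashed line of equal ratios, by 58.1 to 76.2 times.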

First, the RNA molecules are often present in thousands of copies per cell, compared for instance to the two autosomal DNA copies in diploid cells, making the profiling more sensitive. Second, there have long existed protocols to separate the total pool of miRNAs from other transcripts [31–33], without the need for specific primers or probes. Third, miRNAs are very stable transcripts [34], detectable even in minute dried blood samples [35] or from samples several thousands of years old [36]. All these features combined make miRNAs very promising markers at the RNA level.

Similar to the advantage of having thousands of miRNA copies per cell, there are advantages to using multiple gene loci over single gene loci for taxonomical tracing. During evolution, individual genes can be lost or sequence can revert back to ancestral forms. Further, sequencing errors can obfuscate differences between closely related species, and mis-annotation in databases can make it difficult to assign particular genes unambiguously. By leveraging on multiple genes for tracing, the impact of events that affect one gene can be minimized, and the analyses can be made more robust.

Previous studies and our analyses here show that long reads produced by RNA sequencing can also be traced to the species level, using FastQ Screen [30] (Fig. 6c). However, since this method relies on mapping to whole genomes, the sequence space that needs to be searched is in the range of billions of nucleotides, which makes the tracing computationally demanding. Our entire curated miRNA database, covering 14 important animal and plant general clades, comprises around 30,000 nucleotides, making the search computationally efficient and also highly specific, with less than one expected false positive for every ten million reads (Additional file 2: Figure S2). This makes miRNAs particularly useful for applications where high-performance computing may not be available, such as in-the-field tracing analyses.

Current catalogs of clade-specific miRNAs are far from complete [13, 20]. With saturated annotations, miRTrace could give complete coverage from phylum to species, identifying marker miRNAs along entire branches of the phylogenetic tree. This would simultaneously yield both high-level and fine-resolution taxonomic information in a single analysis, for increased robustness. In the *Drosophila* test case (Fig. 6), we have shown that such a detailed tracing is possible both in theory and in practice when species-specific annotations are available.

Finally, single-celled eukaryotes, prokaryotes, and viruses also have small RNAs [37–39]. If these were to be included in our catalogs, our approach could be extended to all the domains of life, making it a strong complement to the traditional barcoding methods. Thus, we propose that a future initiative to complete the annotations of small RNAs, similar to the existing Barcode of Life Project [40], would benefit numerous research fields.

## Conclusions

We conclude that miRNAs can be used to trace biological samples back to the clade or even species of origin. We have shown that miRTrace can accurately (> 99%) assign miRNA sequencing data to 14 animal and plant clades, sensitively determine the taxonomic origins of single cells, and detect parasitic nematode miRNAs in mammalian host blood samples. We estimate that > 7% of public miRNA sequencing datasets may be cross-clade contaminated and that common bioinformatics analyses are robust to up to 1% contamination. We find that index mis-assignment during sequencing is an important source of cross-contamination, which can in some cases be cleaned computationally after sequencing. miRTrace is available as fast and portable software—to trace, quality control, and clean miRNA sequencing data—and importantly, its architecture allows for future expansion as new miRNA reference data become available.

## Methods

### miRTrace pipeline

miRTrace is a portable JAVA program for quality control (QC) and tracing taxonomic origins of small RNA sequencing data. miRTrace takes FASTQ files as input. If the reads are longer than 50 nucleotides (nt), the sequence beyond the first 50 nt is trimmed. Low-quality reads with more than 50% nt with PHRED score less than 20 are removed. The remaining reads are subjected to adapter trimming. For the Illumina TruSeq small RNA and the QiaSeq miRNA protocols, the reads are searched for the first 8-mer of the 3′ adapter. If a match is found, the last appearing match is removed, together with all subsequent nucleotides. If no match is found, miRTrace then scans and trims the 3′ end of reads that have the largest match to the 5′ end of the 3′ adapter. For the NEXTflex Small RNA-Seq protocol, first the four initial nt are trimmed and the 3′ adapter sequence is removed as described above. Additionally, if the adapter is detected, the last four nt are trimmed. For the CATS Small RNA-seq protocol, the three initial nt are trimmed and the left-most occurrence of a poly-A 8-mer is searched for. If a match is found, the poly-A tail and subsequent nt are removed. Otherwise, miRTrace attempts to match and trim using subsequently shorter poly-A k-mers (down to a single A if necessary). After adapter removal, the reads containing any ambiguous nt (e.g., N), the reads containing highly repeated nucleotides, and the short reads (< 18 nt) are removed. The adapter trimmed reads with length ≥ 18 nt are named as “QC-passed reads,” as are also adapter unrecognized reads (sequences where no adapter has been trimmed), and used for later analysis.

To know the RNA composition of a sample, each QC-passed read is first aligned to miRNA precursor sequences downloaded from miRBase v21 [41], then tRNA sequences downloaded from tRNAdb and mitotRNAdb [42] (http://trnadb.bioinf.uni-leipzig.de), and then ribosomal RNA sequences curated from NCBI nucleotide, Silva [43] (https://www.arb-silva.de) and the Ensembl database, without allowing any mismatches. If no alignment is found, miRTrace will redo the mapping with one mismatch allowed. The reads are annotated based on the type of RNA that they first aligned to. Furthermore, the remaining unmapped reads are aligned to the “artifact sequences” from Illumina adapter documents, requiring at least one 18 nt stretch of sequence identity. The reads that do not map to any of the above databases are marked as “unknown.” All of the reference databases can be found in the “reference_databases” folder of the miRTrace package.

To estimate the miRNA sequence complexity, miRTrace calculates the cumulative number of distinct miRNA precursors identified in a given dataset as a function of sequencing depth. The number of distinct miRNA genes is determined by the number of distinct precursor sequences that the reads map to, while the sequencing depth is determined by the number of processed raw reads. A sample with high miRNA complexity tends to have a greater number of distinct miRNA precursors and to reveal more lowly abundant miRNAs as sequencing becomes progressively deep.

According to the previously curated clade-specific miRNA family numbers (Additional file 1), the reference catalog of clade-specific miRNA sequences is obtained from miRBase v21 by selecting the mature miRNA sequences with an ID that contains the family numbers. For example, the primate-specific miRNA family 580 yields five sequences with miRBase v21 IDs hsa-miR-580-5p, hsa-miR-580-3p, mml-miR-580, ptr-miR-580, and ppy-miR-580. A read is identified as clade-specific miRNA if its first 20 nt have an exact match to a reference sequence. By counting the number of clade-specific miRNAs of each clade and the number of unique clade-specific miRNA sequences, miRTrace provides the clade and sequence count table of clade-specific miRNAs respectively.

### Public small RNA-Seq data pre-processing

More than 700 public sRNA-Seq datasets were used for the study. The datasets were downloaded from the NCBI SRA database (https://www.ncbi.nlm.nih.gov/sra) and detailed information of these samples can be found in Additional file 3. The datasets in SRA format were converted to FASTQ files using fastq-dump from SRA Toolkit v 2.3.5. The 3′ adapter of each sample was identified individually using the same approach as in Kang et al. 2017 [44] (see “Methods” section “De novo 3’ adapter identification”). Notably, the single-cell libraries (*n* = 7) from Faridani et al. 2016 [21] have custom designed 5′ adapters with the unique molecular identifier sequence (UMI) at the 3′ end, which makes the reads un-processable by miRTrace. The extra UMI sequences (the first 10 nt of the reads) of these samples were for this reason trimmed. All FASTQ files were then processed by miRTrace to profile clade-specific miRNAs.

### Culturing human and fruit fly cell lines

HEK-293T cells were cultured in DMEM (Sigma-Aldrich) supplemented with 10% FBS (Gibco); *Drosophila S2* cells (Invitrogen) were cultured in Schneider cell medium (Gibco) with 10% FBS under standard conditions.

### Degradation by Ribonuclease A

To perform enzymatic degradation of RNA samples, a partial hydrolysis by Ribonuclease A was used. Ten micrograms of HEK-293T total RNA samples was hydrolyzed by 10 ng of RNAse A (Thermo Fisher) at room temperature for 5 min. The activity of RNAse A was inhibited by RNAseOUT (Invitrogen) at a concentration of 1 u/μl. The RNA concentration and integrity were assessed with an Agilent Technologies Bioanalyzer using a RNA 6000 Nano kit (Additional file 2: Note S2 and Figure S12). The RNase A-treated samples with an RIN value of 2.3 were used for miRNA expression analysis using TaqMan-based real-time PCR quantification (Applied Biosystems) (Additional file 2: Supplementary Methods) and small RNA sequencing (Illumina). One microgram of RNase A-treated total RNA was used for small RNA library preparation.

### In-house small RNA library preparation

Total RNA was isolated using TRIzol reagent (Ambion). RNA integrity was estimated with Agilent Technologies Bioanalyzer using RNA 6000 Nano kit (Agilent). One microgram of HEK-293T total RNA was used for standard small RNA library preparation using TruSeq small RNA kit v2 (Illumina) and prepared as described in the manufacturer’s protocol (Illumina). Fifty nanograms of HEK-293T total RNA was used for preparation of low input small RNA libraries. In brief, total RNA was ligated to the RNA 3′ and 5′ adapters (Illumina). The adapter-ligated small RNAs were reverse transcribed into cDNA using SuperScript II (Invitrogen) and PCR-amplified by 12 cycles using the PML PCR master mix (Illumina) with the TruSeq Small RNA 3′ indexed PCR primers (Illumina). After library amplification, samples were gel purified using a Novex TBE gel, 6% (Invitrogen) and 145–160-bp bands were excised, eluted, and ethanol precipitated. cDNA libraries were normalized to 4 nM, and single-end sequencing was carried out on an Illumina NextSeq 500.

Contaminated HEK-293T small RNA libraries were generated by pre-mixing HEK-293T total RNA with the total RNA isolated from *S2* cells. The following ratios of HEK-293T to *S2* total RNA were used 1000:1, 100:1, and 10:1.

### In-house library multiplexing and demultiplexing

The in-house prepared libraries (human HEK-293T *n* = 9 and mouse *n* = 9) were multiplexed and then sequenced in the same flow cell using an Illumina NextSeq500 high throughput sequencing v2 kit (75 cycles). The output data from Illumina sequencing machine were converted from BCL to FASTQ format and the pooled reads were de-multiplexed (assigned back to the original samples) based on the sample unique indices using bcl2fastq2 conversion software v 2.17. The demultiplexing process was performed three times: (1) using the default Illumina setting “--barcode-mismatches 1,” which allows one mismatch for index matching, (2) using a more stringent setting “--barcode-mismatches 0” to consider only perfect matches, (3) applying the same setting as in (2), but discarding the reads with inconsistent indices, which means that the index sequence reported by the main sequencing reaction (READ 1) is different from the index reported by the index sequencing reaction (INDEX 1) (Fig. 3e upper panel). The source to remove inconsistent indices can be found in the “scripts” folder of miRTrace package. The demultiplexed FASTQ files were pre-processed in the same way as the public datasets using miRTrace.

### Generating in silico mixture samples

To investigate the effect of cross-clade contamination on miRNA gene expression analysis and de novo miRNA prediction, in silico mixture samples with various levels of contamination were generated using four public data sets: pluripotent mouse embryonic stem cells (mESCs) cultivated in the media containing serum and leukemia inhibitory factor (LIF), the stimulated mESCs treated with retinoic acid (RA), the human monocyte-derived dendritic cells, and the fruit fly embryo (Additional file 3: Table S16). First, small RNA-Seq datasets of these samples were subsampled to the same sequencing depth of four million reads using seqtk (https://github.com/lh3/seqtk). Second, the mouse samples were contaminated with reads from the human and fruit fly samples to obtain various contamination levels: with present 0%, 0.0001%, 0.001%, 0.01%, 0.1%, 1%, 10%, 40%, 70%, and 100% spike-in reads. All of the mixture samples were processed for quality control using miRTrace. The output QC report is provided in Additional file 4: Reports S5–S6.

### Principal component analysis

The miRNA expression analysis was performed using miraligner from SeqBuster [45] with the command line “miraligner -sub 1 -trim 3 -add 1.” The *Mus musculus* miRNA precursor sequences (hairpin.fa) and relative mature miRNA coordinates (miRNA.str) from miRBase v21 were used as reference. The miRNA count table is available in Additional file 3: Tables S17–S18. The miRNA counts were normalized to read per million (RPM) based on the formula: (miRNA count/miRNA total counts per sample) × 10^6^. Principal component analysis was performed based on the sample covariance matrix of the miRNA expressions (RPM) using the prcomp() function without scaling in R v3.1.1. The PCA plots in 3D can be found in Additional file 2: Figures S7–S8.

### miRNA differential expression analysis

To identify the miRNAs that are differentially expressed (DE) in the stimulated mESCs (RA) with different levels of contaminations from 0 to 100% (RA 0–100%) versus the pluripotent mESCs without contaminations (LIF 0%), we used the following criteria. For miRNAs expressed in both samples, the miRNAs must be expressed at least ≥ 10 RPM in one of the samples and have > 2 fold change in RPM expression between the two samples. For miRNAs expressed only in one sample, the miRNA must be expressed at least ≥ 10 RPM. This is related to Additional file 2: Figures S9–S10.

### De novo miRNA prediction

Since the mouse miRNA precursors have been well mined, instead of identifying novel ones that are likely false positives, we measured how many known mouse miRNA precursors can be recovered by miRDeep2 analysis. The pluripotent mESC (LIF) samples with human and fruit fly spike-in reads were used for the analysis. The de novo miRNA prediction was performed independently for each sample in two steps using Perl scripts from miRDeep2 [28]. In the first step, the QC-passed reads (.fasta) were mapped to the mouse reference genome (mm10) using the command “mapper.pl -d -c -i -j -l 18 -m -p” to get the read mapping coordinates, which were deposited in an output file (with suffix .arf). In the second step, the novel precursor miRNAs were identified using the command “miRDeep2.pl -t Mouse.” The QC-passed reads (.fasta) and genome-wide mapping coordinates (.arf) from the first step were loaded as input, and the mouse reference genome (mm10), known rat mature miRNAs from miRBase v21, were used as related species reference.

Since the genome coordinates of novel miRNA precursors can vary depending on the read content of samples, the coordinates (with miRDeep2 score > 0) from each sample were pooled together and the overlapped coordinates were collapsed to get the maximum intervals (using bedtools merge v2.26.0), which were used to resolve coordinate inconsistency across samples. After annotating these precursors by intersecting with the coordinates of mouse precursors (mmu.gff3 from miRBase v21) using bedtool intersect v2.26.0, the numbers of known and unknown mouse precursors identified in each sample were counted.

### Sensitivity, specificity, and accuracy

For the miRNA differential expression analysis, the DE miRNAs that had been identified by comparing the miRNA profile of uncontaminated pluripotent to stimulated mESC samples (RA 0% vs. LIF 0%) were defined as true cases, and the non-DE miRNAs were defined as false cases. If the DE miRNAs (or true miRNAs), identified in the uncontaminated samples were still differentially expressed in the contaminated samples (RA 0.0001 - 70% vs. LIF 0%), these cases were considered to be true positives (TP); otherwise, they were considered to be false negatives (FN). Similarly, the previously identified non-DE miRNAs (or false miRNAs) that were still non-DE in the contaminated samples were considered to be true negatives (TN); otherwise, they were considered to be false positives (FP). For each sample, we calculated the sensitivity or true positive rate TPR = TP/(TP + FN), the specificity (SPC) or true negative rate SPC = TN/(TN + FP) and the accuracy ACC = (TP + TN)/(TP + FP + FN + TN). These values can be found in Additional file 3: Table S19.

For the de novo miRNA prediction, we defined the identified mouse miRNA precursors in the uncontaminated pluripotent mESC sample (LIF 0%) to be true cases, and the non-mouse precursors to be false cases. Based on whether the true or false precursors were identified in the contaminated samples (LIF 0.0001–70%), the TP, FN, TN, and FP were calculated in the same way as described above. The TPR, SPC, and ACC were also calculated using the same formulas. These values can be found in Additional file 3: Table S20.

### Tracing 12 *Drosophila* sequencing datasets to the species level

To demonstrate that miRTrace can be extended to trace sample species origins, we first obtained the reference catalog of species-specific miRNAs from Mohammed et al. 2018 [29] by parsing the “Supplemental_12flies_website.zip,” where the miRNA precursors with high confidence and that are only expressed in one species were considered as species-specific. In addition to the requirement of a species-specific expression pattern, it was also a condition that miRNA precursors should not have ortholog sequences in another species. The mature sequences of the qualified miRNA precursors were used as reference sequences. We then downloaded sRNA-Seq datasets from 12 *Drosophila* species from the NCBI SRA database (Additional file 3: Table S22). Since limited sRNA-Seq datasets are available from *Drosophila* species except for *D. melanogaster*, among the 12 samples only four of them are not used redundantly in the study by Mohammed et al. We mapped the reads of each sample to the collected species-specific miRNA sequences. A read is identified as species-specific miRNA if its first 20 nucleotides have an exact match to the first 20 nucleotides of the reference sequences.

## Additional files

Additional file 1: The catalog of clade-specific families.

Additional file 2: Supplementary notes, supplementary methods, and supplementary figures.

Additional file 3: Supplementary tables.

Additional file 4: Supplementary miRTrace reports. Report S1. miRTrace Trace report of the samples used in Fig. 2. Report S2. miRTrace QC report of the public *M. musculus* small RNA-Seq datasets used in Fig. 3a. Report S3. miRTrace QC report of the public *C. elegans* small RNA-Seq datasets used in Fig. 3a. Report S4. miRTrace QC report of the public *D. melanogaster* small RNA-Seq datasets used in Fig. 3a. Report S5. miRTrace QC report of the mouse samples in silico contaminated with various amounts of human sequences. The same samples as in main Fig. 3f left panel. Report S6. miRTrace QC report of the mouse samples in silico contaminated with various amounts of fruit fly sequences. The same samples as in main Fig. 3f right panel. Report S7–S8. miRTrace QC report of the samples used in Additional file 2: Figure S4.

Additional file 5: Review history.

## References

[1] Arenas M, Pereira F, Oliveira M, Pinto N, Lopes AM, Gomes V, Carracedo A, Amorim A (2017). Forensic genetics and genomics: much more than just a human affair. PLoS Genet.

[2] Kircher M, Sawyer S, Meyer M (2012). Double indexing overcomes inaccuracies in multiplex sequencing on the Illumina platform. Nucleic Acids Res.

[3] Woese CR, Fox GE (1977). Phylogenetic structure of the prokaryotic domain: the primary kingdoms. Proc Natl Acad Sci U S A.

[4] Hebert PD, Cywinska A, Ball SL, deWaard JR (2003). Biological identifications through DNA barcodes. Proc Biol Sci.

[5] Galtier N, Nabholz B, Glemin S, Hurst GD (2009). Mitochondrial DNA as a marker of molecular diversity: a reappraisal. Mol Ecol.

[6] Yassin A, Markow TA, Narechania A, O'Grady PM, DeSalle R (2010). The genus Drosophila as a model for testing tree- and character-based methods of species identification using DNA barcoding. Mol Phylogenet Evol.

[7] Bartel DP (2009). MicroRNAs: target recognition and regulatory functions. Cell.

[8] Moran Y, Agron M, Praher D, Technau U (2017). The evolutionary origin of plant and animal microRNAs. Nat Ecol Evol.

[9] Sempere LF, Cole CN, McPeek MA, Peterson KJ (2006). The phylogenetic distribution of metazoan microRNAs: insights into evolutionary complexity and constraint. J Exp Zool B Mol Dev Evol.

[10] Deline B, Greenwood JM, Clark JW, Puttick MN, Peterson KJ, Donoghue PCJ (2018). Evolution of metazoan morphological disparity. Proc Natl Acad Sci U S A.

[11] Tarver JE, Sperling EA, Nailor A, Heimberg AM, Robinson JM, King BL, Pisani D, Donoghue PC, Peterson KJ (2013). miRNAs: small genes with big potential in metazoan phylogenetics. Mol Biol Evol.

[12] Kenny NJ, Sin YW, Hayward A, Paps J, Chu KH, Hui JH (2015). The phylogenetic utility and functional constraint of microRNA flanking sequences. Proc Biol Sci.

[13] Fromm B, Billipp T, Peck LE, Johansen M, Tarver JE, King BL, Newcomb JM, Sempere LF, Flatmark K, Hovig E, Peterson KJ (2015). A uniform system for the annotation of vertebrate microRNA genes and the evolution of the human microRNAome. Annu Rev Genet.

[14] Tarver JE, Taylor RS, Puttick MN, Lloyd GT, Pett W, Fromm B, Schirrmeister BE, Pisani D, Peterson KJ, Donoghue PCJ (2018). Well-annotated microRNAomes do not evidence pervasive miRNA loss. Genome Biol Evol.

[15] Thomson RC, Plachetzki DC, Mahler DL, Moore BR (2014). A critical appraisal of the use of microRNA data in phylogenetics. Proc Natl Acad Sci USA.

[16] Berezikov E (2011). Evolution of microRNA diversity and regulation in animals. Nat Rev Genet.

[17] Peterson KJ, Dietrich MR, McPeek MA (2009). MicroRNAs and metazoan macroevolution: insights into canalization, complexity, and the Cambrian explosion. Bioessays.

[18] Taylor RS, Tarver JE, Hiscock SJ, Donoghue PC (2014). Evolutionary history of plant microRNAs. Trends Plant Sci.

[19] Hennig W (1950). Grundzuge einer Theorie der phylogenetischen Systematik.

[20] Kozomara A, Griffiths-Jones S (2014). miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res.

[21] Faridani OR, Abdullayev I, Hagemann-Jensen M, Schell JP, Lanner F, Sandberg R (2016). Single-cell sequencing of the small-RNA transcriptome. Nat Biotechnol.

[22] Buck AH, Coakley G, Simbari F, McSorley HJ, Quintana JF, Le Bihan T, Kumar S, Abreu-Goodger C, Lear M, Harcus Y (2014). Exosomes secreted by nematode parasites transfer small RNAs to mammalian cells and modulate innate immunity. Nat Commun.

[23] Wright ES, Vetsigian KH (2016). Quality filtering of Illumina index reads mitigates sample cross-talk. BMC Genomics.

[24] Matranga CB, Andersen KG, Winnicki S, Busby M, Gladden AD, Tewhey R, Stremlau M, Berlin A, Gire SK, England E (2014). Enhanced methods for unbiased deep sequencing of Lassa and Ebola RNA viruses from clinical and biological samples. Genome Biol.

[25] Licatalosi DD, Mele A, Fak JJ, Ule J, Kayikci M, Chi SW, Clark TA, Schweitzer AC, Blume JE, Wang X (2008). HITS-CLIP yields genome-wide insights into brain alternative RNA processing. Nature.

[26] Hafner Markus, Landthaler Markus, Burger Lukas, Khorshid Mohsen, Hausser Jean, Berninger Philipp, Rothballer Andrea, Ascano Manuel, Jungkamp Anna-Carina, Munschauer Mathias, Ulrich Alexander, Wardle Greg S., Dewell Scott, Zavolan Mihaela, Tuschl Thomas (2010). Transcriptome-wide Identification of RNA-Binding Protein and MicroRNA Target Sites by PAR-CLIP. Cell.

[27] Terranova C, Narla ST, Lee YW, Bard J, Parikh A, Stachowiak EK, Tzanakakis ES, Buck MJ, Birkaya B, Stachowiak MK (2015). Global developmental gene programing involves a nuclear form of fibroblast growth factor receptor-1 (FGFR1). PLoS One.

[28] Friedlander MR, Mackowiak SD, Li N, Chen W, Rajewsky N (2012). miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. Nucleic Acids Res.

[29] Mohammed J, Flynt AS, Panzarino AM, Mondal MMH, DeCruz M, Siepel A, Lai EC (2018). Deep experimental profiling of microRNA diversity, deployment, and evolution across the Drosophila genus. Genome Res.

[30] Wingett SW, Andrews S (2018). FastQ screen: a tool for multi-genome mapping and quality control. F1000Res.

[31] Lagos-Quintana M, Rauhut R, Lendeckel W, Tuschl T (2001). Identification of novel genes coding for small expressed RNAs. Science.

[32] Lau NC, Lim LP, Weinstein EG, Bartel DP (2001). An abundant class of tiny RNAs with probable regulatory roles in Caenorhabditis elegans. Science.

[33] Lee RC, Ambros V (2001). An extensive class of small RNAs in Caenorhabditis elegans. Science.

[34] Philip A, Ferro VA, Tate RJ (2015). Determination of the potential bioavailability of plant microRNAs using a simulated human digestion process. Mol Nutr Food Res.

[35] Pirritano M, Fehlmann T, Laufer T, Ludwig N, Gasparoni G, Li Y, Meese E, Keller A, Simon M (2018). Next generation sequencing analysis of total small noncoding RNAs from low input RNA from dried blood sampling. Anal Chem.

[36] Keller A, Kreis S, Leidinger P, Maixner F, Ludwig N, Backes C, Galata V, Guerriero G, Fehlmann T, Franke A (2017). miRNAs in ancient tissue specimens of the Tyrolean iceman. Mol Biol Evol.

[37] Reinhart BJ, Bartel DP (2002). Small RNAs correspond to centromere heterochromatic repeats. Science.

[38] Argaman L, Hershberg R, Vogel J, Bejerano G, Wagner EG, Margalit H, Altuvia S (2001). Novel small RNA-encoding genes in the intergenic regions of Escherichia coli. Curr Biol.

[39] Pfeffer S, Zavolan M, Grasser FA, Chien M, Russo JJ, Ju J, John B, Enright AJ, Marks D, Sander C, Tuschl T (2004). Identification of virus-encoded microRNAs. Science.

[40] Ratnasingham S, Hebert PD (2007). bold: the barcode of life data system (http://www.barcodinglife.org). Mol Ecol Notes.

[41] Griffiths-Jones S, Saini HK, van Dongen S, Enright AJ (2008). miRBase: tools for microRNA genomics. Nucleic Acids Res.

[42] Juhling F, Morl M, Hartmann RK, Sprinzl M, Stadler PF, Putz J (2009). tRNAdb 2009: compilation of tRNA sequences and tRNA genes. Nucleic Acids Res.

[43] Quast C, Pruesse E, Yilmaz P, Gerken J, Schweer T, Yarza P, Peplies J, Glockner FO (2013). The SILVA ribosomal RNA gene database project: improved data processing and web-based tools. Nucleic Acids Res.

[44] Kang W, Bang-Berthelsen CH, Holm A, Houben AJ, Muller AH, Thymann T, Pociot F, Estivill X, Friedlander MR (2017). Survey of 800+ data sets from human tissue and body fluid reveals xenomiRs are likely artifacts. RNA.

[45] Pantano L, Estivill X, Marti E (2010). SeqBuster, a bioinformatic tool for the processing and analysis of small RNAs datasets, reveals ubiquitous miRNA modifications in human embryonic cells. Nucleic Acids Res.

[46] Kang W, Eldfjell Y, Fromm B, Estivill X, Biryukova I, Friedländer MR: miRTrace quality control of small RNA-Seq data prepared from low-input, degraded and contamianted HEK-293T RNA samples. Gene Expression Omnibus. GSE118437. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118437. Accessed 02 Nov 2018.

[47] Friedländer MR, Eldfjell Y, Kang W: miRTrace v1.0.0. Zenodo. 2018. https://zenodo.org/record/1479406.10.1186/s13059-018-1588-9PMC628039630514392

# Supplementary material for: miRTrace reveals the organismal origins of microRNA sequencing data
**Source:** Genome Biol. 2018 Dec 4;19:213. doi: 10.1186/s13059-018-1588-9
**Supplement:** Supplementary file 4 — Supplementary miRTrace reports. Report S1. miRTrace Trace report of the samples used in Fig. 2. Report S2. miRTrace QC report of the public M. musculus small RNA-Seq datasets used in Fig. 3a. Report S3. miRTrace QC report of the public C. elegans small RNA-Seq datasets used in Fig. 3a. Report S4. miRTrace QC report of the public D. melanogaster small RNA-Seq datasets used in Fig. 3a. Report S5. miRTrace QC report of the mouse samples in silico contaminated with various amounts of human sequences. The same samples as in main Fig. 3f left panel. Report S6. miRTrace QC report of the mouse samples in silico contaminated with various amounts of fruit fly sequences. The same samples as in main Fig. 3f right panel. Report S7–S8. miRTrace QC report of the samples used in Additional file 2: Figure S4.

PHRED Score Distribution

Percentage of nucleotides with given PHRED score.

Read Length Distribution

Percentage of reads of each length.

Quality Control Statistics

Percentage of reads with given quality control status.

RNA Type

Percentage of reads of each RNA type.

miRNA Complexity

Number of detected distinct miRNA genes as function of read depth.

Contamination

Percentage of clade-specific miRNA-reads belonging to each clade.

Sample Statistics

| Friedländer Lab

# Supplementary material for: miRTrace reveals the organismal origins of microRNA sequencing data
**Source:** Genome Biol. 2018 Dec 4;19:213. doi: 10.1186/s13059-018-1588-9
**Supplement:** Supplementary file 4 — Supplementary miRTrace reports. Report S1. miRTrace Trace report of the samples used in Fig. 2. Report S2. miRTrace QC report of the public M. musculus small RNA-Seq datasets used in Fig. 3a. Report S3. miRTrace QC report of the public C. elegans small RNA-Seq datasets used in Fig. 3a. Report S4. miRTrace QC report of the public D. melanogaster small RNA-Seq datasets used in Fig. 3a. Report S5. miRTrace QC report of the mouse samples in silico contaminated with various amounts of human sequences. The same samples as in main Fig. 3f left panel. Report S6. miRTrace QC report of the mouse samples in silico contaminated with various amounts of fruit fly sequences. The same samples as in main Fig. 3f right panel. Report S7–S8. miRTrace QC report of the samples used in Additional file 2: Figure S4.

PHRED Score Distribution

Percentage of nucleotides with given PHRED score.

Read Length Distribution

Percentage of reads of each length.

Quality Control Statistics

Percentage of reads with given quality control status.

RNA Type

Percentage of reads of each RNA type.

miRNA Complexity

Number of detected distinct miRNA genes as function of read depth.

Contamination

Percentage of clade-specific miRNA-reads belonging to each clade.

Sample Statistics

Usage Advice

Note: the **counts on top of each sample bar** show the number of reads used as input for this module.

Sample filtering tip: **samples can be selected by left-clicking** the sample bar (use the ctrl/command key to select multiple).

Sample filtering tip: selecting one or more samples will update the legends to show statistics for only these samples.

Navigation tip: to **quickly navigate** between the report types **use the W and S keys**.

Navigation tip: when one or more samples are selected (see above), one can **shift the current selection** using the **A or D keys**.

Layout tip: when using the **"Compress reports" button** in the top bar, the page switches to a compact representation.

VIM tip: users familiar with the VIM editor can use the HJKL keys instead of WASD.

For more information, see the PDF manual or go to the miRTrace web site.

| Friedländer Lab

How the deposited data were processed for this re-analysis (not part of the article)

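Small RNA sequencing of 7 RNA samples was analysed, with 1 library for each condition: the Fly control (S2 cells), 3 mixtures of HEK-293T and S2 total RNA at 10:1, 100:1 and 1000:1, the Human control (HEK-293T cells), the Low-input RNA library and the Degraded RNA library. Conditions were taken from the sample labels, the methods and the legend of Fig. 5, and each column of the deposited tables carries the name of its condition. All columns of per-sample values were used.

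The authors made the deposited tables with miRTrace from reads demultiplexed with bcl2fastq2, which the submitters' processing notes name as bcl2fastq. The methods describe 3 demultiplexing settings, and which of these the tables come from is not given in the sources used here. The authors' run kept the first 50 nt of a read, removed low-quality reads, trimmed the adapter, discarded inserts under 18 nt and low-complexity reads, and annotated the rest against human miRNA precursors, tRNA, rRNA and Illumina artifacts. The values in 6 of the 7 deposited files are raw counts, of nucleotides per Phred score, and of reads per insert length, quality control status, RNA type, clade and clade-specific sequence. The other file, deposited by the authors, gives the number of reads processed when each further distinct human miRNA precursor was first seen. None of the values is normalized.

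From these, shares, ratios of shares, rpm (reads per 1000000 sequenced reads) and counts of distinct miRNA genes at fixed depths were computed. Shares have exact Clopper-Pearson 95% intervals, ratios have 95% intervals from the counting variance of the log ratio, and a count of 0 allows up to 3 reads. With 1 library per condition, no test across replicates was run, and the intervals say nothing of the variation between library preparations. Total reads ranged from 3469834 to 32016072, with a median of 23950238, so that shares of all reads are known to a small fraction of a percentage point, while families with few reads have wide intervals. The interval for ratios was tested on simulated counts for 63 primate-specific sequences in the Degraded RNA library and the Human control. There, 95.3%, 96.1% and 94.6% of the intervals covered true ratios of 0.25, 1 and 2. The counts were drawn with the same counting error that the interval assumes, and pairs with a count of 0 were left out. The simulation thus checks the formula only, and not its use on real libraries or on sequences without reads.

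Before the data were examined, the families to be named were fixed: the 10 insect-specific families with the most reads in the Fly control, the 10 primate-specific families with the most reads in the Human control, every insect-specific family with a read in Human/Fly 1000:1, every family of a clade that a library should not hold, and miR-580, which the paper names. The lists fixed in the same way were the 14 clades of the catalog, the Drosophila mirtrons, the Drosophila mir-309 cluster, the primate miR-548 family, the rodent families of the imprinted Dlk1-Dio3 region and a member of the primate C19MC cluster. Other windows of length, denominators, depths and sets of families were tried as alternatives, and the closing section gives their effect. Sequences of primate-specific miRNAs were matched to the miRNA transcripts of GENCODE release 29 on GRCh38, where 100 of the 104 listed sequences had an exact match. The deposited tables hold no coordinates, and no fly genome was used here. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The dataset run with an incorrect adapter sequence was not analysed here.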

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

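All tests of explanations in this part were chosen after the values were seen, and with 1 library per condition each compares libraries and not conditions.

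Zero-length sequences, which the paper discusses for the Degraded RNA and low-input samples, were also more frequent in 2 mixtures than in the Human control: 4.75% of all reads in Human/Fly 100:1 and 3.27% in 1000:1, against 0.177%. The S2 RNA itself does not account for this, since the share in Human/Fly 10:1, with more S2 RNA, was 0.0206 times that in 100:1. Degradation of the kind that RNase A gives raised the ratio of 18-nt to 22-nt reads 23.5 times in the Degraded RNA library, but in these mixtures that ratio was at most 1.05 times that of the Human control. Reads of 1 to 17 nt were 1.44 times as frequent in Human/Fly 1000:1 as in the Human control and 0.977 times in 100:1, and fragmentation of another kind was not tested. Less RNA in the ligation stays open: zero-length sequences were 40.3 times as frequent in the Low-input RNA library as in the Human control, but the RNA amounts of the mixtures are not given in the sources used here. No biological explanation was tested.

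Some single sequences of the primate-specific families went in opposite directions in the Degraded RNA library, which the main text of the paper does not discuss. Its methods also name a real-time PCR analysis of miRNAs in the RNase A-treated RNA, in a supplement not analysed here. The sequence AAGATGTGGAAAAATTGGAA, from the 3' side of the hairpin of MIR576 (chromosome 4 of GRCh38, 109488698 to 109488795, in an intron of SEC24B), had 134.4 rpm in the Degraded RNA library and 27.9 in the Human control, a ratio of 4.82 (95% interval 4.46 to 5.21), while ATTCTAATTTCTCCACGTCT from the 5' side of the same hairpin had a ratio of 0.0144 (0.00947 to 0.0219). The sequence GTGAGGGCATGCAGGCCTGG from the 5' side of the hairpin of MIR1226 (chromosome 3, 47849555 to 47849629, in an intron of DHX30) had 7.72 rpm, against 1.06 in the Human control. The arms are given by their place in the hairpin. Reads of 18 and 19 nt cannot be counted for these sequences, since 20 nt must match.

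A candidate explanation for these differences is where RNase A cuts. Across the 53 primate-specific sequences with at least 20 reads in the Human control, the log2 ratio per miRNA read fell with the number of UpA and CpA steps in the 20 nt (Spearman's rho -0.668, 95% resampling interval -0.795 to -0.491) and with the number of pyrimidines (-0.476, -0.697 to -0.219). Without the 28 sequences of the miR-548 family the values were -0.665 and -0.473. Of the 53 sequences, 16 had no read in the Degraded RNA library, 11 of them among the 14 with 3 or more steps, and their ratio rests on 0.5 reads added to each count. With the other 37 sequences alone, the correlation with the steps was weaker, at -0.428 (-0.707 to -0.0758), and that with pyrimidines was -0.40 (-0.696 to -0.0179). For the 28 sequences with at least 100 reads in the Human control, 4 of them without a read in the Degraded RNA library, the steps had -0.696 (-0.879 to -0.388). Pyrimidines had -0.498 (-0.784 to -0.120) there. GC content had a rho of 0.241 (-0.0521 to 0.514), which was 0.345 (0.0701 to 0.593) with the sequences without a read tied at the lowest ratio and -0.0332 (-0.480 to 0.383) for those with at least 100 reads in the Human control. It stays open, as does the overlap between the 2 sequence counts. Sequences are not independent replicates, the correlations with these 3 properties describe 2 libraries, and the relation is a hypothesis found on the same data.

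The rRNA share of the quality-filtered reads, which the main text of the paper does not discuss for this sample, was 13.5% in the Degraded RNA library and 6.03% in the Human control. Reads matching Illumina artifacts were 3.68% of these reads in the Degraded RNA library and 2.60% in the Low-input RNA library, against 0.725% in the Human control. Quality-filtered reads were 45.2% of all reads in the Degraded RNA library, 67.4% in the Low-input RNA library and 80.8% in the Human control. With all reads as denominator, these differences from the Human control would be smaller.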

How the results depend on the processing

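Of 64 alternatives in processing, 63 were computed over 27 results; 12 gave values that moved by less than the interval or, for counts of genes, by less than 1.5 times, 46 moved by more, and 5 changed direction. A change of direction means that a ratio crossed 1, so the insect shares, which are not ratios, could not be counted as one. The alternative for the artifact share of the dataset with an incorrect adapter was not run. Most moves exceeded the narrow intervals without a change in direction; the causes were not tested. No paired analysis was possible because each condition has 1 library and no result comes from a test. Depth limits the distinct miRNA genes and the rarer families, above all in the Low-input RNA library.

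Direction changed for miRNA content relative to the Human control among miRNA, rRNA and tRNA reads only, at 1.001 for Human/Fly 1000:1 and 1.01 for Low-input RNA; for the 20 to 25 nt share of Low-input RNA over reads of 18 nt or longer, at 1.01; and for distinct miRNA genes at equal miRNA reads, at 1.007 for Human/Fly 10:1 and 1.009 for 100:1. The insect share of Human/Fly 10:1, 100:1 and 1000:1 became 76.7, 22.9 and 2.49% without the top insect sequence, 94.0, 57.8 and 10.1% without miR-548, and 27.5, 23.1 and 12.6% as a share of distinct sequences, and 89.1% at 10:1 with sequences of at least 10 reads. Steps of insect-specific rpm in place of the read ratio were 2.38 and 7.51. In the same order of mixtures, the 30-nt ratio was 18.8, 8.41 and 1.95 for 29 to 31 nt, and 70.7, 36.9 and 6.94 over reads of 18 nt or longer. The miRNA content ratio over all reads was 0.127, 0.496 and 0.796, with 0.147 for Degraded and 0.762 for Low-input RNA, and among miRNA, rRNA and tRNA reads it was 0.938 and 0.971 for 10:1 and 100:1 and 0.608 for Degraded RNA. In place of 20 to 25 nt, ratios for 10:1, 100:1, 1000:1, Degraded and Low-input RNA were 0.162, 0.508, 0.789, 0.217 and 0.773 at 22 nt and 0.246, 0.548, 0.803, 0.261 and 0.803 at 21 to 23 nt, and over reads of 18 nt or longer the first 4 were 0.197, 0.570, 0.938 and 0.519. In place of 1 to 17 nt, Degraded and Low-input RNA had 2.93 and 1.47 at 15 to 19 nt, and 2.44 and 1.44 over inserts of at least 1 nt. At 0 to 4 nt in place of 0 nt they had 68.7 and 31.0. Thinning to the lowest depth, chosen after seeing the data, took insect families from 28 to an expected 18.5.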

Differences from the paper's values

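Of 28 values read from Fig. 5, 12 differ by more than 1.5 times from those computed from the deposited files, and all 12 are read numbers.

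The number of sequences of each dataset is about 3600000 for the Fly control in the paper's Fig. 5, read by eye, against 24087361 here. The paper's value is about 3600000 in Fig. 5, read by eye, against 23950238 here for Human/Fly 10:1, about 3600000 in Fig. 5, read by eye, against 23702667 here for 100:1, and about 3400000 in Fig. 5, read by eye, against 28388289 here for 1000:1. For the Human control the paper's value is about 3500000 in Fig. 5, read by eye, against 32016072 here, and for the Degraded RNA library about 3600000 in Fig. 5, read by eye, against 16978792 here. The depth of the Low-input RNA library lies within 1.5 times of the paper's.

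The clade-specific reads above the bars are about 4300 for the Fly control in the paper's Fig. 5f, read by eye, against 28350 here. Read by eye in the same way, the paper's values are about 3200 in Fig. 5f against 21553 here for Human/Fly 10:1, about 2800 in Fig. 5f against 19597 here for 100:1, about 2700 in Fig. 5f against 22958 here for 1000:1, about 3400 in Fig. 5f against 31132 here for the Human control, and about 1200 in Fig. 5f against 5757 here for the Degraded RNA library. No alternative set before the data were examined bears on these numbers. Thinning every library to the 3469834 reads of the Low-input RNA library, a setting chosen after seeing the values, gives 4084, 3123, 2869, 2806, 3374 and 1177 reads in the order above, all within 1.5 times of the paper's values, and drops no library.

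The other 16 values lie within 1.5 times of the paper's, among them the insect shares and the miRNA contents. The number of datasets under the limits of 25% of reads at 20 to 25 nt and of 10% miRNA content is also among them. These numbers were compared over the 7 libraries only. The higher counts in the legend of Fig. 5 are over a set that includes the dataset with an incorrect adapter. The paper's Fig. 5 also gives detected families of each clade: insects had 28 here and an expected 18.5 when thinned, and primates had 35 and 32.5; the unthinned numbers also lie within 1.5 times of the paper's.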

Other observations

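All tests of explanations in this part were chosen after the values were seen.

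The Degraded RNA library had 3 reads of a rodent-specific family, miR-434, and no other library had a rodent-specific read. They are 0.177 rpm, no more than the limit that a count of 0 allows. The paper states that its HEK-293T and mouse libraries were sequenced in the same flow cell, and it traces most of the rodent sequences in its human samples to misread indices, which was not testable here for these 3 reads. The family belongs to the imprinted Dlk1-Dio3 region, where 1 of 6 listed rodent families had a read. The Drosophila mir-309 cluster, whose miRNAs are known from the early embryo, had 15 reads in the Fly control from 2 of its 3 families, 2 reads in Human/Fly 10:1, 3 in 100:1 and 0 in 1000:1. The listed member of the C19MC cluster, known from placenta, had 0 reads in all 7 libraries. Primate-specific reads numbered 5059 per 1000000 miRNA reads in the Degraded RNA library, against 2134 in the Human control, 2285 in the Low-input RNA library, 2108 at 1000:1, 2184 at 100:1 and 1805 at 10:1. In the Degraded RNA library 4607 of these 5754 reads came from 2 sequences. These 2 were picked for having the most reads in that library, so leaving them out lowers its value by choice. Without them the values were 1008 in the Degraded RNA library and 1605 in the Human control. The higher value thus rests on these 2 sequences, and no direction is drawn from the rest. The miRNA reads of the mixtures include fly reads that match the human reference, which were not taken out.

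The insect-specific reads of the Fly control differed in composition from those of the mixtures. The family miR-11 held 42.1% of them in the Fly control (95% interval 41.5 to 42.7%), against 34.7% in Human/Fly 10:1, 35.2% in 100:1 and 34.6% in 1000:1, and the Fly control had more miR-306 (3.35% against 2.03, 1.81 and 2.30%). Counting error does not account for this, as the ratio of miR-11 to miR-14 reads in the Fly control was 1.46 times that in 10:1 (1.40 to 1.52). Competition with human small RNAs would leave Human/Fly 10:1, with mostly fly reads, close to the Fly control, but its distance from the Fly control was 1.04 times that of 1000:1 (0.905 to 1.22). The largest distance between mixtures was 0.152 times the smallest distance of a mixture from the Fly control, which a separate S2 RNA preparation or library batch could give, but these cannot be told apart from any other property of that 1 library, and no biological explanation was tested.

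A hypothesis is that S2 RNA gave far more small RNA reads per amount of total RNA than HEK-293T RNA. Taking 30-nt reads as a measure, fly reads were 91.1% of Human/Fly 10:1, 38.5% of 100:1 and 5.62% of 1000:1, which is 102, 62.6 and 59.5 times the reads per amount of RNA over all reads, and 181, 95.6 and 87.96 times over reads of 18 nt or longer. The insect-to-primate read ratio expected from this measure and the controls was held to a bound of 2 times. At 100:1 and 1000:1 the observed ratio was within it over both sets of reads, and at the farthest 0.655 times the expected one. At 10:1 it was 0.617 times the expected one over all reads, within the bound. Over reads of 18 nt or longer it was 0.417 times, outside the bound. The expected ratio there rests on the small human share that the 30-nt reads leave. That share was 8.92% over all reads and 5.23% over reads of 18 nt or longer. The bound therefore cannot decide on the hypothesis at 10:1. The test was first made over all reads alone, where all 3 mixtures lay within the bound. It was split by mixture after the second set of reads was seen. As a single test over reads of 18 nt or longer it would have failed through Human/Fly 10:1. For the same reason, that would not exclude the hypothesis. The alternative is equal reads per amount of RNA, with a difference only in clade-specific reads per sequenced read (1177 and 972.4 rpm in the controls). The observed ratio would then lie near the one expected from the RNA ratio, but it was at least 48.0 times as high. Reads of 30 nt were 77.7% of the Fly control, so these rpm do not measure miRNA expression. The paper's account of larger or more abundantly expressed miRNA sets is therefore not tested by this. The reason for a difference in reads per amount of RNA was not tested.

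A further hypothesis is that human miRNA content falls in the mixtures through dilution by fly reads alone. From the fly share of reads of 18 nt or longer and the controls, the expected miRNA content was 51.9% at 1000:1 and 29.3% at 100:1, and the observed content was at most 1.01 times the expected one, which is consistent with dilution. In Human/Fly 10:1 the observed content was 1.65 times the expected one, and the human share that the 30-nt reads leave is 8.92% over all reads and 5.23% over reads of 18 nt or longer. The test was first set as a single one over the 3 mixtures, with dilution alone excluded if any mixture lay more than 1.5 times from the expected content, and under that criterion Human/Fly 10:1 excluded it. After this value was seen, the test was split by mixture and a condition was added that leaves it undecided where the human share itself changes by more than 1.5 times with the reads it is taken from, here 1.71 times. Only under that later condition does Human/Fly 10:1 stay open. Both outcomes rest on the 30-nt estimate of the fly share. Primate-specific reads do not use it, and the Fly control had 0 of them. They were 104.4 rpm at 10:1 and 972.4 rpm in the Human control, while miRNA content was 6.20% and 56.4% of quality-filtered reads. The 2 measures fell to a similar degree, but this comparison was not part of the test.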
